# Secretoneurin A regulates neurogenic and inflammatory transcriptional networks in goldfish (*Carassius auratus*) radial glia

**DOI:** 10.1038/s41598-017-14930-8

**Published:** 2017-11-02

**Authors:** Dillon F. Da Fonte, Christopher J. Martyniuk, Lei Xing, Adrian Pelin, Nicolas Corradi, Wei Hu, Vance L. Trudeau

## Abstract

Radial glial cells (RGCs) are the most abundant macroglia in the teleost brain and have established roles in neurogenesis and neurosteroidogenesis; however, their transcriptome remains uncharacterized, which limits functional understanding of this important cell type. Using cultured goldfish RGCs, RNA sequencing and *de novo* transcriptome assembly were performed, generating the first reference transcriptome for fish RGCs with 17,620 unique genes identified. These data revealed that RGCs express a diverse repertoire of receptors and signaling molecules, suggesting that RGCs may respond to and synthesize an array of hormones, peptides, cytokines, and growth factors. Building upon neuroanatomical data and studies investigating direct neuronal regulation of RGC physiology, differential gene expression analysis was conducted to identify transcriptional networks that are responsive to the conserved secretogranin II-derived neuropeptide secretoneurin A (SNa). Pathway analysis of the transcriptome indicated that cellular processes related to the central nervous system (e.g., neurogenesis, synaptic plasticity, glial cell development) and immune functions (e.g., immune system activation, leukocyte function, macrophage response) were preferentially modulated by SNa. These data reveal an array of new functions that are proposed to be critical to neuronal-glial interactions through the mediator SNa.

## Introduction

Radial glial cells (RGCs) are a progenitor subtype in the developing central nervous system (CNS)^1^ and have a bipolar morphology with radial fibers that serve as scaffolds for neuronal migration^2^. RGCs are self-renewing through proliferative symmetrical divisions and are multipotent, generating neurons or other glial cells^3^. In mammals, RGCs are mostly a transient cell type, differentiating into neurons and glia at the end of development. They only persist in two areas of the adult brain, the anterior part of the subventricular zone of the lateral ventricle and subgranular zone of the dentate gyrus, where they serve as progenitor cells. These two areas are the main constitutive neurogenic regions of the adult mammalian brain, which explains the limited capacity for adult neurogenesis in mammals^4,5^. In contrast, RGCs are abundant throughout teleost development and into adulthood in numerous brain neurogenic zones^6^, which may explain why teleost fish exhibit the most pronounced and widespread adult neurogenesis of any vertebrate taxon studied thus far^7,8^. In addition to being a progenitor subpopulation, RGCs are also the only macroglia in teleost fish, as they lack bona fide stellate astrocytes^9^.

Apart from studies that have established their function in producing neuroestrogens through the expression and function of the steroidogenic enzyme aromatase B^10–12^, little is known about other functions performed by RGCs and the regulatory factors that control this cell type to maintain brain homeostasis^13^. While transcriptomics have been used recently to reveal the diversity of human radial glia^14,15^, fish RGCs remain uncharacterized at the transcriptomic level.

Given that RGCs make direct contact with cerebrospinal fluid and with adjacent neurons, they have the potential to be under regulation by numerous signaling molecules, such as hormones, neurotransmitters, neuropeptides, and cytokines. Previous reports in fish have identified dopaminergic^16–18^ and serotonergic regulation^19^ of RGC physiology. Expanding on these neuronal-RGC interactions, our recent study highlighted the neuroanatomical relationship between RGCs and soma of magnocellular and parvocellular neurons immunoreactive for the secretogranin II (SgII)-derived neuropeptide secretoneurin A (SNa) in the goldfish preoptic nucleus^20^. SN is an evolutionary conserved neuropeptide generated by endoproteolytic processing of its precursor protein SgII and is found in dense-core secretory granules in a wide variety of cell types of the endocrine and nervous systems^21–23^. SgII belongs to the chromogranin family that have a high proportion of acidic amino acids, the capacity to bind calcium, and the ability to form aggregates at low pH levels^24^. Teleost fish have two SgII paralogs, SgIIa and SgIIb, likely generated by the whole genome duplication event that occurred in the teleost lineage^23^.

SN exerts a diverse array of biological functions and controls nervous, endocrine, immune, and vascular systems^22,25,26^, reflecting the wide distribution of the peptide in the body. In the immune system, SN exerts chemotactic effects on several types of immune cells such as monocytes, eosinophils, natural killer, and endothelial cells^26^. Moreover, in the CNS, SN acts as a trophic factor stimulating neurite outgrowth^27^, assists in the growth and repair of neuronal tissue by promoting neuroprotection and plasticity^28^ and regulates the release of several key neurotransmitters such as glutamate, dynorphin B, dopamine, and γ-aminobutyric acid (GABA)^29–31^. In addition to its role in these physiological processes, SN is also implicated in many pathophysiological conditions of the CNS including, brain ischemia^28,32^, Alzheimer disease^33,34^, and epilepsy^35^. Although SN has many attributed functions in both the periphery and CNS, nothing is known about how this peptide regulates glia. Therefore, the objective of this study was to generate the first reference RGC transcriptome for fish in order to identify new putative functions that are critical to neuronal-RGC communication through SNa.

## Materials and Methods

### Experimental animals

All procedures were approved by the University of Ottawa Protocol Review Committee and followed standard Canadian Council on Animal Care guidelines on the use of animals in research. Common adult female goldfish *(Carassius auratus)* were purchased from a commercial supplier (Mt. Parnell Fisheries Inc.) and allowed to acclimate for at least 3 weeks prior to experimentation. Animals were maintained at 18 °C under a natural stimulated photoperiod and fed standard flaked goldfish food. Sexually mature female goldfish (18–35 g) were anesthetized using 3-aminobenzoic acid ethylester (MS222) for all handling and dissection procedures.

### Cell culture and exposure

Cell culture methods have been previously established and validated for RGCs^16^. Briefly, the hypothalamus and telencephalon were dissected from female goldfish and rinsed twice with Hanks Balanced Salt Solution (HBSS; 400 mg KCl, 600 mg KH_2_PO_4_, 350 mg NaHCO_2_, 8 g NaCl, 48 mg Na_2_HPO_4_, and 1 g D-Glucose in 1 L ddH2O) with Antibiotic-Antimycotic solution (Gibco) and minced into small explants. RGCs were dissociated with trypsin (0.25%; Gibco) and cultured in Leibovitz’s L-15 medium (Gibco) with 15% Fetal Bovine Serum (FBS; Gibco) and Antibiotic-Antimycotic (Gibco). Cell culture medium was changed 4–7 days after isolation and then once a week thereafter. RGCs were subcultured by trypsinization (0.125%) for 3 passages, and then were used for experimentation. This results in RGC cultures in which >95% of the cells co-express glial fibrillary acid protein and brain lipid binding protein^16^. The focus of our study was on goldfish SNa because it is the only fish SN with known biological activity, and we have described the neuroanatomical relationship between RGCs and SNa-positive neurons^20^. Goldfish SNa was synthesized as reported^36^. Stock solutions of purified goldfish SNa peptide were made in distilled sterile water and stored at −20 °C until use. Aliquots were thawed on ice then diluted to desired concentrations in serum-free media. Previous studies have shown SN stimulates monocyte migration in a range of 0.01 to 1000 nM^37,38^ and increases neurite outgrowth at concentrations between 50–300 nM^27^. Here, we aimed to characterize the response to a maximal dose of SNa, so passage 3 RGCs were exposed to 1000 nM SNa for 24 h.

### RNA extraction and Illumina sequencing

Total RNA was extracted using the RNeasy Micro Kit (Qiagen) including an on-column DNase treatment to remove genomic DNA. The concentration of total RNA was determined using the Qubit RNA Assay Kit (Life Technologies). In order to evaluate the quality of the total RNA, RNA integrity number (RIN) was assessed using Agilent RNA 600 Nano Reagents and RNA Nano Chips in Agilent 2100 Bioanalyzer (Agilent Technologies). Sequencing of 10 RGC cultures was performed by MR DNA (www.mrdnalab.com) following the manufacturer’s guidelines (Illumina HiSeq) for paired end sequencing (151 bp). Using oligo(dT) magnetic beads, RNA with poly(A) tails were purified and fragmented into shorter sequences that were used as templates for cDNA synthesis. A total of 10 cDNA libraries were constructed using random-hexamer primers from 1 μg of total RNA from each sample using TruSeq RNA LT Sample Preparation Kits (Illumina). Following the library preparation, the final concentration of the library was measured using the Qubit dsDNA HS Assay Kit (Life Technologies) and the average library size was determined using the Aligent 2100 Bioanalyzer (Aligent Technologies). A total of 5 pM library was clustered using cBot (Illumina) and sequenced paired end for 300 cycles using the HiSeq. 2500 system (Illumina).

### *De novo* transcriptome assembly and annotation

Both *de novo* assembly and annotation were performed under contract by Genotypic Technologies (http://www.genotypic.co.in). The Illumina paired end raw reads were quality checked using FastQC (http://www.bioinformatics.babraham.ac.uk /projects/fastqc/). Illumina raw reads were processed by GT proprietary tools for adapters and low quality bases trimming towards the 3′-end. Only high-quality reads were considered for further downstream analysis. Biological replicates were pooled together to generate a reference transcriptome using Trinity^39^ using all default parameters with a k-mer of 25. Trinity partitions the sequence data into individual *de Bruijn* graphs, each representing the transcriptional complexity at a given gene or locus, and then processes each graph independently to extract full-length splicing isoforms and to identify transcripts derived from paralogous genes. Once assembled, the sequences were clustered based on similarity between sequences with CD-Hit v4.5.4^40^ using the following parameters: 95% coverage and 90% identity, -r 1, and others the default setting. Clustering reduces overall size of the database without removing any sequence information by only removing redundant or highly similar sequences. The longest sequences for each cluster was used as the representative sequence. The clustered transcripts with ≥300 bp in length were considered for the analysis. Transcripts were annotated using the Basic Local Alignment Search Tool (BLAST + 2.2.29) (E-value < 1.0e-4) using *Chordata* protein sequences from the Uniprot database^41^. The remaining unannotated transcripts were further annotated using Pfam database. After annotation, gene ontology terms were assigned using protein annotation through evolutionary relationships (PANTHER) in order to classify all transcripts identified in RGC cultures^42^. Gene ontology categories for biological processes, molecular functions, cellular components, protein classes, and pathways were used to identify the distribution of genes within each gene ontology category in RGC cultures.

### Differential gene expression analysis

The differential gene expression (DGE) levels between control (n = 3 cultures) and 1000 nM SNa exposure (n = 3) in RGCs were calculated using the DESeq method^43^. Briefly, after the variance was calculated for each gene, DGE was calculated assuming a negative binomial distribution for the expression level and a Fisher’s exact test was used to calculate P-value to test for significance between groups for each gene. Once the DGE was calculated, results were separated as up-regulated and down-regulated based on a |log2| > 0.5 cut off. A false discovery rate (FDR) at 5% was used for multiple hypothesis testing. All data have been deposited into the Gene Expression Omnibus (GSE106101), National Center for Biotechnology Information.

### qRT-PCR validation of differentially expressed genes

Samples used for qRT-PCR validation were obtained following the same cell culture methods that were used for RNA-Seq (i.e., passage 3 RGCs). The qRT-PCR was conducted using the SYBR green detection system to determine relative gene expression and to validate the DGE analysis. Primers were designed using Primer3^44^ and synthesized by Integrated DNA Technologies (Supplementary File S1). Primer sets were tested for specificity by subjecting the qRT-PCR products to a 1% agarose containing SYBR Safe DNA gel stain (Invitrogen) to ensure a single product was produced from each reaction. Each product was extracted from the gel using NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel) and sequenced to confirm primer specificity by StemCore Laboratories at the Ottawa Hospital Research Institute. The cDNA was prepared from 1 μg of total RNA using the Maxima First Strand cDNA Synthesis Kit for qRT-PCR (Thermo Scientific). The qRT-PCR analyses were conducted using the Maxima SYBR green qPCR Master Mix (Thermo Scientific) and CFX96 Real-Time PCR Detection System (Bio-Rad) to amplify the genes of interest. The thermal cycling parameters were: a single cycle Taq activation step at 95 °C for 3 min, followed by 40 cycles of 95 °C denaturation step for 10 s and one primer annealing temperature (56–63 °C) for 30 s depending on the primer set used. After 40 cycles, a melt curve was performed over a range of 65–95 °C with increments of 0.5 °C to ensure a single amplified product. Data were analyzed using CFX Manager Software package (Bio-Rad). The efficiency of each assay was 100 ± 10% and the R^2^ of each standard curve was >0.98. Relative mRNA abundance was calculated using the relative standard curve method based on Cq values and normalized using the NORMA-GENE algorithm^45^. Fold-change was calculated against the average of the control using normalized data. Fold-change for each group were presented as mean + SEM from 4 biological replicates (n = 4) assayed in duplicate. Data were assessed for normality with Shapiro-Wilk’s *W* test. A Student’s *t*-test was used to test for differences in mRNA levels between groups.

### Gene set enrichment analysis and sub-network enrichment analysis

Gene set and sub-network enrichment analyses were conducted using Pathway Studio 9.0 (Elsevier). Official gene symbols were used to map goldfish genes into Pathway Studio. A total of 28,597 genes were mapped in Pathway Studio and for duplicated gene symbols in the dataset, the gene that showed the “best p-value, highest magnitude fold change” was used for analyses. For gene set enrichment analysis (GSEA), genes were permutated 1000 times using the Kolmogorov-Smirnov classic approach as an enrichment algorithm. The gene set categories examined for enrichment included curated cell processes, cell signaling and receptor signaling pathways. Sub-network enrichment analysis (SNEA) for cell processes was performed to identify gene networks regulated in RGCs following SNa exposure. Utilizing known relationships (i.e., based on expression, binding, and common pathways) between genes, SNEA builds networks focused around gene hubs. For both GSEA and SNEA the enrichment P-value was set at P < 0.05. These analyses have been successfully used to build gene networks in teleost fish^46,47^.

## Results

### *De novo* transcriptome assembly and quality analysis

Before *de novo* transcriptome assembly, paired-end raw reads were processed to remove adapter fragments and low quality bases generating 161,704,300 clean reads from 163,641,713 raw reads. 

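RNA of cultured goldfish RGCs, the glia that line the ventricles of the fish brain and act as its neural progenitors, was sequenced from poly(A)-selected paired-end libraries. The cultures came from the hypothalamus and telencephalon of female goldfish and were used at passage 3. The sample labels name 4 control cultures, 3 cultures exposed to 1000 nM SNa and 3 cultures exposed to 10 µM SKF, a dopamine D1 receptor agonist, each for 24 h. Of the control libraries, 3 were run on 2 lanes and 1 on 1 lane. The authors pooled the reads, assembled and clustered them into unigenes and matched the unigenes to chordate proteins; the program that assigned reads to unigenes is not given in the sources used here. Their deposited tables hold 1 normalized value per group and unigene, so no value can be split by culture and no SD can be given. Each value was a whole multiple of what 1 read is worth in that group (100% of values, within 0.01 of a read), which gave back the pooled reads. These came to 147886694 in the control group, 64778968 in the SNa group and 86711702 in the SKF group. The pools differ in size, so read numbers of different groups overstate a fall, whereas fold changes are of normalized values. A floor of 3 reads for a unigene listed at 0 came to 0.0203 CPM in the control group and 0.0463 CPM in the SNa group and covers counting error only; 74.8% of control values were even numbers of reads, so mates of a pair were mostly counted apart and 3 reads are fewer than 3 fragments. Where a gene symbol stood on several unigenes, the unigene with the highest mean was used, and reads of near-identical duplicated copies cannot be told from those of 1 copy.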

High-quality reads were subsequently assembled *de novo* using the Trinity program because there is no goldfish reference genome. Trinity assembler, with a *k*-mer size of 25 generated 170,967 unigenes with a total sequence length of 150,361,946 bp. 

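Reads were found for 170956 unigenes, of which 164919 had reads in the control group and 148564 in the SNa group. Among unigenes named by a gene symbol, mitochondrial transcripts of the respiratory chain were the most abundant in the control group. Unigenes without a symbol or named only after a clone or locus were not ranked. *cytb* had 2518146 reads, *cox1* 2504511 and *cox2* 1212983. The elongation factor *eef1a* followed with 1152067 reads. The type I collagen chain *col1a1a* had 1150117 reads, the cytoplasmic actin *actb2* 1056512 and *tmsb4x* 938613. Further abundant genes, not a full ranking, included the keratin *krt8*, a filament protein of simple epithelia, with 828395 reads. The radial glia marker *vim* had 546697. A fibronectin unigene (*fn1b*, unigene 124497) had 760230 reads, *tagln*, an actin-binding protein of contractile cells, 635358, and *sparc*, a secreted matrix protein, 530409.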

Resulting sequences were binned into a non-redundant set of gene-oriented clusters or “unigene” clusters. Each cluster contains sequences that represent a unique gene. Lengths of the clusters ranged from 301 to 20,585 bp with a mean size of 879.5 and an N50 of 1318 bp. The N50 is the contig length such that of equal to or longer that constitutes half of the entire assembly. Among the clusters, 85,984 (47.7%) were 300–499 bp in length, 45,405 (27.4%) were 500–999 bp, 39,523 (24.8%) were 1,000–9,999 bp, and 55 (0.03%) were >10,000 bp in length.

### Annotation and gene ontology classification

Annotation of the RGC transcriptome was performed by aligning transcripts ≥300 bp in length using BLASTX^41^ to all available *Chordata* protein sequences from UniProt database (using a cut off at E-value < 1.0e-4). The remaining unannotated transcripts were then compared to the Pfam database. 

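Goldfish unigenes take their names from the proteins of other species that they resemble most. Of the unigenes with reads, 65048 (38.0%) had a protein hit and 105908 (62.0%) had none in the annotation deposited by the authors. A gene symbol was given for 58450 unigenes. Several unigenes often carried 1 symbol, with a median of 2 and a highest number of 213 unigenes per symbol.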

A total of 67,486 unigenes were annotated (38.05% from UniProt and 1.42% from Pfam) while the remaining 96,145 unigenes (56.24% of all unigenes) could not be annotated, having no significant sequence similarity to any database entries (unknown function). This can be attributed to the lack of genomic information for goldfish, limiting identification of some of the transcripts. Overall, 59% of the transcripts were mapped with >80% identity and 74% of the matched sequence exhibited strong sequence similarity with an E-value < 1e-50 with respect to the E-value distribution pattern (Fig. 1A,B). 

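Closeness to the matched protein varied between the annotated unigenes. Of the 65048 hits, 38118 (58.6%) had an identity above 80% and 41019 (63.1%) an E-value under 1e-50. The hits led to 27485 distinct UniProt proteins.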

The BLASTX top-hit species matched in the UniProt database were mostly other fish species, with the top three species being *Danio rerio* (91.6%), *Oncorhynchus mykiss* (1.72%), and *Astyanax mexicanus* (1.31%) (Fig. 1C).

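Zebrafish (*Danio rerio*), a cyprinid like the goldfish, gave 61033 of the hits (93.8%). Rainbow trout (*Oncorhynchus mykiss*) gave 765 hits (1.18%) and the cavefish *Astyanax mexicanus* 522 (0.802%). Proteins of the goldfish itself (*Carassius auratus*) gave 42 hits.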

**Figure 1:**
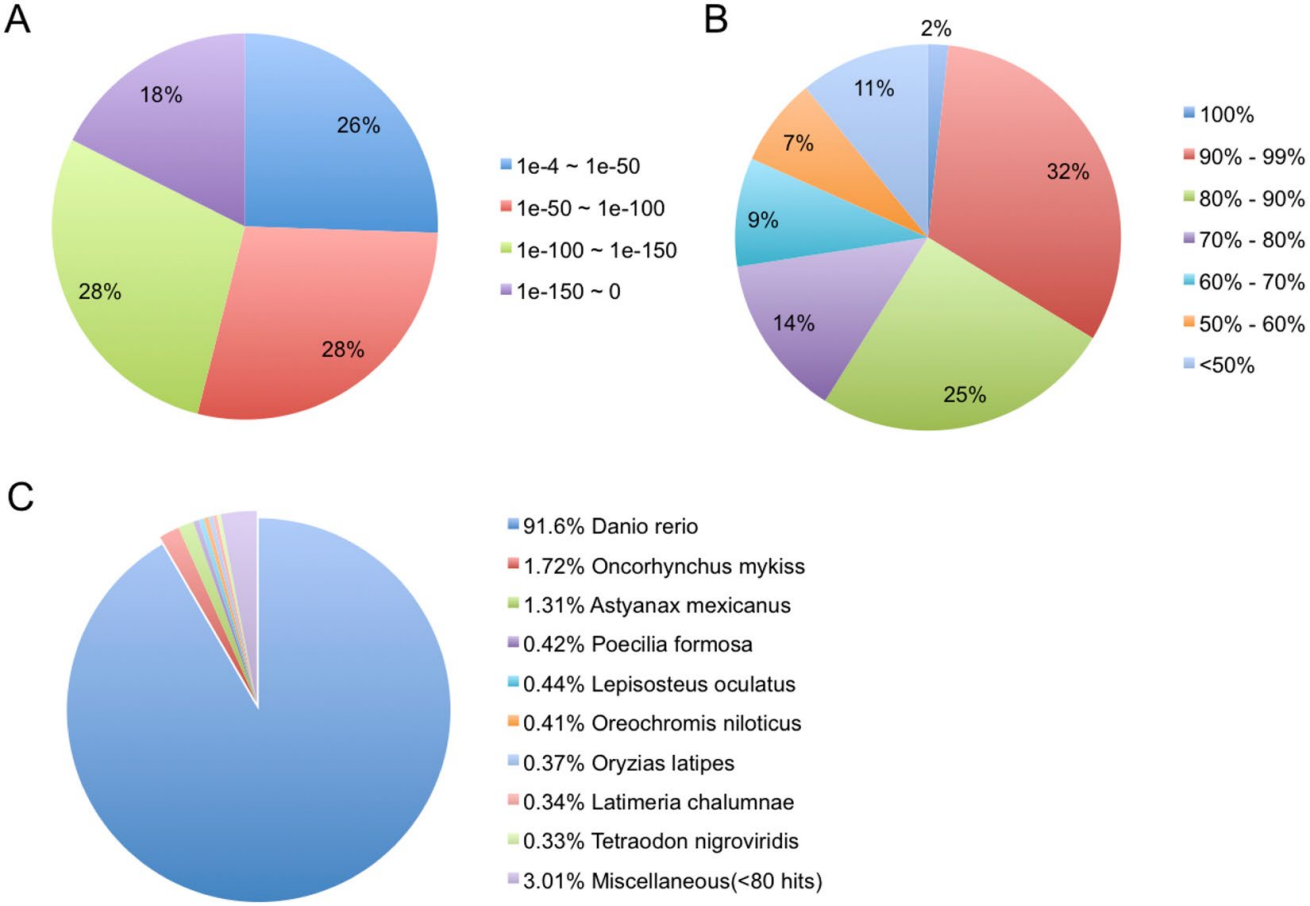
Annotation summary of assembled *Carassius auratus* RGC genes against the UniProt database. (**A**) E-value distribution of BLASTX hits for each transcript with an E-value cut off of 1e-4. (**B**) Similarity distribution of BLATX hits for each gene. (**C**) Distribution of the top BLASTX species hits in the UniProt database.

The 17,620 non-redundant genes were assigned gene ontology (GO) terms for functional characterization. These annotated genes were classified in three main ontologies: cellular component (8,236 genes), biological process (20,173), and molecular function (10,237) (Fig. 2). 

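Distinct gene symbols, counted as written, numbered 19142, and 14587 of them were not names of clones or loci. Joining the symbols that end in a and b, which mark duplicated copies of a gene in teleosts, left 16964. Gene ontology terms are not in the files and were not analysed here.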

Within the cellular compartment category, the RGC transcriptome was enriched in the cell part (3,274 genes; 39.8%), organelle (2,005; 24.3%), and membrane (1,166; 14.2%). In addition, a few genes were assigned to GO categories such as cell junction (75 genes; 0.9%) and synapse (42; 0.5%). In the biological process category, cellular process (5,761; 28.6%), metabolic process (5,004 genes; 24.8%), and localization (1,524; 7.6%) were predominant, suggesting these genes are involved in metabolism and cell growth. Other notable biological function allocations included transcripts involved in immune system processes (644 genes; 3.2%) and biological adhesion (354; 1.8%). Regarding molecular function, a high proportion of genes were assigned to catalytic activity (3,988, 39.0%), binding (3,916; 38.3%), and nucleic acid binding transporter activity (729; 7.1%).

**Figure 2:**
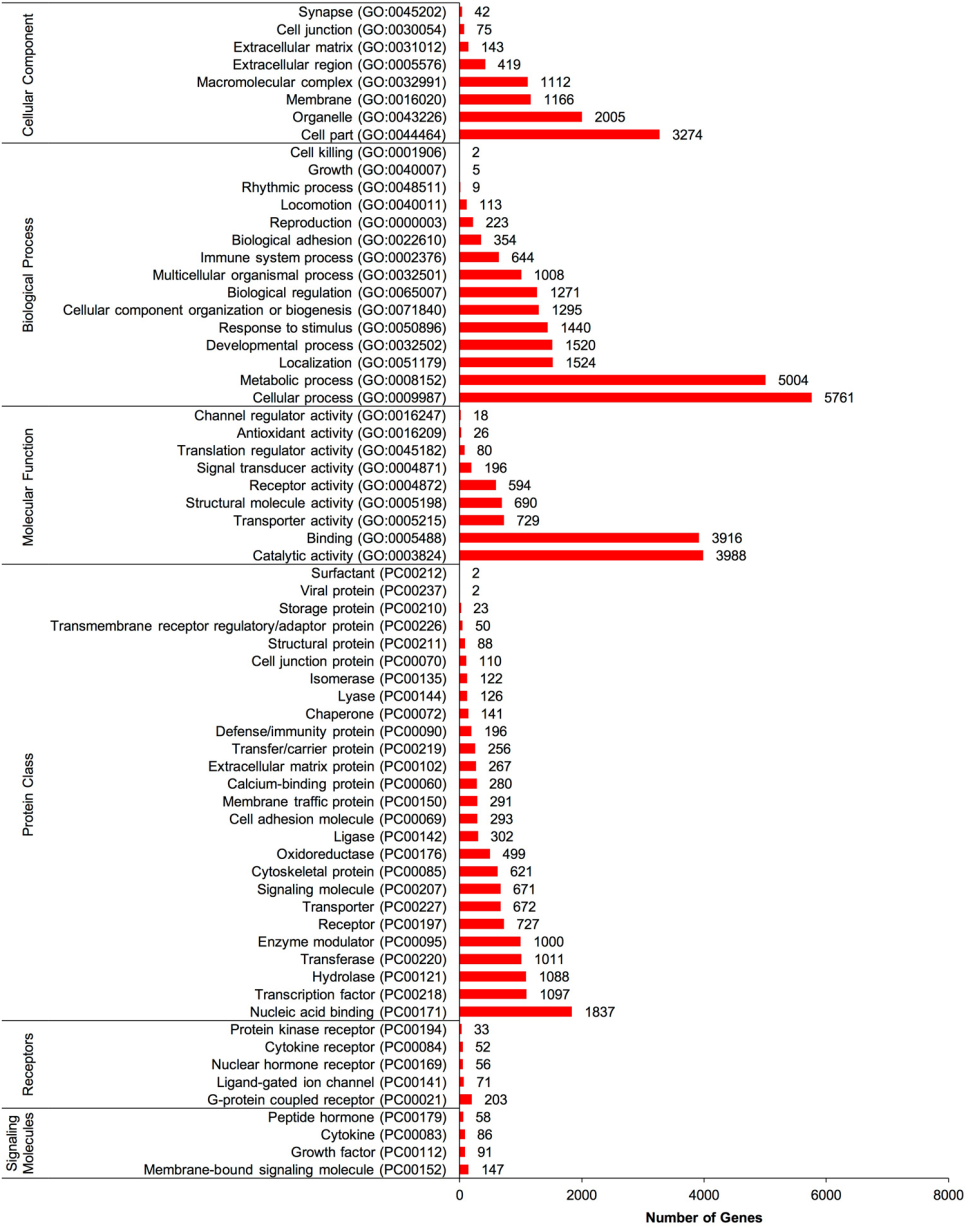
Gene ontology (GO) classification of assembled *Carassius auratus* RGC genes into molecular function, biological function, cellular component, protein class, receptor and signaling molecule categories. The number of genes ascribed to each classification is provided along with GO or protein class (PC) accession number.

The transcriptome was also categorized by protein class ontologies in the online program Panther (Fig. 2). Transcripts were classified as nucleic acid binding proteins (1,837 genes; 15.6%), transcription factors (1,097 genes; 9.3%), and hydrolases (1088 genes; 9.2%). Within protein classes, the receptor and signaling molecule ontologies were investigated (Fig. 2). The RGC transcriptome expresses an array of receptor classes such as G-protein coupled receptors (GPCRs) (203 genes; 48.9%), ligand-gated ion channels (71 genes; 10.1%), nuclear hormone receptors (56 genes; 13.5%), cytokine receptors (52 genes; 12.5%), and protein kinase receptors (3 genes 3; 8.0%). Within the signaling molecule category, genes were cataloged into membrane-bound signaling molecules (140 genes; 38.5%), growth factors (91 genes; 23.8%), cytokines (86 genes; 22.5%), and peptide hormones (58 genes; 15.2%) (Fig. 2). These GO analyses reveal a diverse receptor and signaling molecule profile, suggesting that RGCs can respond to and synthesize an array of hormones, peptides, cytokines, and growth factors.

Overall, a total of 5,344 annotated transcripts were assigned to 162 unique pathway ontologies. Based on the transcripts detected, the Wnt signaling pathway (239 genes; 4.6%) was enriched, as well as gonadotropin-releasing hormone receptor pathway (200 genes; 3.8%), chemokine and cytokine signaling pathways (188 genes; 3.6%), and angiogenesis (170 genes; 3.3%) (Table 1). 

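Ligands, receptors and modulators of Wnt signaling, a pathway that guides growth and fate of progenitor cells, were widely detected in the control RGCs. Of a list of 56 Wnt entries set before the data were examined, 55 symbols were found, counting both copies of duplicated genes, and 55 were detected at a normalized count of at least 1 and 41 at 10 or more. The Wnt receptor *fzd8a* (unigene 6246) had 1870 reads and the ligand *wnt7aa* (unigene 22622) 1086. For FGF signaling, which controls proliferation of neural progenitors, 46 of 46 symbols found were detected and 41 at 10 or more, with 98337 reads in all. Markers of endothelial cells, the cells of blood vessels, were detected for the 20 symbols found of 26 entries, 12 of them at 10 or more, with 6969 reads of the claudin *cldn5a* of tight endothelial barriers. These counts show which transcripts were present and do not measure enrichment of a pathway. As a symbol was found only where a unigene with reads carried it, nearly all symbols found are detected in any list.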

When considering all pathway ontologies, it was noted that many were neurotransmitter receptor-related such as serotonin (PANTHER pathway accession numbers: P04374, P04373, P04376, P04375), dopamine (P05912), acetylcholine (P00044, P00043, P00042), GABA (P05731), glutamate (P00037, P00039, P00040, P00041), adrenaline (P04378, P04377, P00002, P04379), and histamine (P04385, P04386). A number of genes were assigned to hormone related pathways, including gonadotropin-releasing hormone receptor signaling (P06664), oxytocin receptor signaling (P04391), thyrotropin-releasing hormone receptor signaling (P04394), corticotropin-releasing factor receptor signaling (P04380), opioid proopiomelanocortin pathway (P05917), vasopressin synthesis (P04395), cholesterol biosynthesis (P00014), and androgen/estrogen/progesterone biosynthesis (P02727). In addition, several immune system pathways were identified, for example chemokine and cytokine signaling (P00031), epidermal growth factor signaling (P00018), fibroblast growth factor signaling (P00021), transforming growth factor β (P00052), interleukin signaling (P00036), both T and B cell activation (P00053, P00010), toll receptor signaling (P00054), and interferon γ signaling (P00035). A full list of all pathways, receptors, signaling molecules and other gene ontology classifications can be found in Supplemental File S2.

**Table 1:** Top 25 assigned pathway ontologies for assembled *Carassius auratus* RGC genes based on the number of genes identified in each pathway.

Pathway Name	Pathway Accession	# of genes identified
Wnt signaling pathway	P00057	239
Gonadotropin releasing hormone receptor pathway	P06664	200
Inflammation mediated by chemokine and cytokine signaling pathway	P00031	188
Angiogenesis	P00005	170
Integrin signaling pathway	P00034	166
CCKR signaling map	P06959	164
EGF receptor signaling pathway	P00018	132
PDGF signaling pathway	P00047	128
FGF signaling pathway	P00021	118
Huntington disease	P00029	110
Heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway	P00026	108
Cadherin signaling pathway	P00012	105
Alzheimer disease-presenilin pathway	P00004	101
Apoptosis signaling pathway	P00006	99
TGF-beta signaling pathway	P00052	93
Parkinson disease	P00049	93
Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway	P00027	85
Ras Pathway	P04393	82
Endothelin signaling pathway	P00019	74
T cell activation	P00053	73
Interleukin signaling pathway	P00036	72
p53 pathway	P00059	71
B cell activation	P00010	70
Cytoskeletal regulation by Rho GTPase	P00016	68
VEGF signaling pathway	P00056	66

### Differential gene expression analysis following SNa treatment

With a fold-change cut off |log2| > 0.5, the DGE analysis revealed 1,776 differentially expressed genes (DEGs) after SNa treatment at P < 0.05 and 123 DEGs at P < 0.001. 

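Transcripts that differed between control RGCs and RGCs exposed to SNa, a neuropeptide cut from secretogranin II, were mostly lower in the SNa group. In the authors' deposited table 3026 transcripts passed a |log2| above 0.5 and an unadjusted p under 0.05, with 534 higher and 2492 lower. Of the higher ones 180 and of the lower ones 877 had a protein hit. At an unadjusted p under 0.001 the authors' table held 513 transcripts, 38 higher and 475 lower, and 0 of the higher and 205 of the lower ones had a hit. The table compares the pooled reads of the control group with those of the SNa group, normalized and tested by the authors with DESeq; the labels name 4 control cultures for it and the paper states 3. A log2 fold change was given for 144152 transcripts with reads in both groups. The normalization sets their median to 0, so the 50.0% that lay above 0 tells nothing of the direction of change. A further 20767 transcripts had reads only in the control group and 4412 only in the SNa group, and these were not counted. With 1 value per group, the difference has no replicate check, and no test of its own was run on these reads. The deposited p-values follow from the pooled reads alone: 130251 transcripts shared their pair of read numbers with another transcript, and 100% of these 8339 pairs carried 1 p-value, so they hold no spread between cultures.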

A total of 42 DEGs, 31 up-regulated and 11 down-regulated, passed the false discovery rate (FDR; < 0.05) correction for multiple hypothesis testing. 

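Transcripts that passed the correction for multiple testing were mostly lower in the SNa group. The authors' deposited table held 321 transcripts at an FDR under 0.05, of which 28 were higher and 293 lower in the SNa group. *adcy8* (unigene 14682), an adenylyl cyclase that makes cAMP, had 2817 reads in the control group and 184 in the SNa group, a log2 fold change of -2.76 with an FDR of 0.00022 in the authors' table. *rgs5b* (unigene 19326), a regulator of G protein signaling found in pericytes, had 11112 and 1246 reads, a log2 fold change of -1.98 with an FDR of 0.0200 in the authors' table. For *wnt7aa* the same table gave a log2 fold change of -2.41 with an FDR of 0.0200. The SKF group, against the same control pool, had log2 fold changes of -2.90 for *adcy8*, -1.49 for *rgs5b* and -2.16 for *wnt7aa*.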

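Higher transcripts that passed the FDR in the authors' deposited table numbered 28, and 28 of them had no protein hit; with transcripts read in 1 group counted too, 53 were higher and 11 of them had a hit. Their median number of reads was 124 in the control group and 1676 in the SNa group, with log2 fold changes from 1.96 to 6.87. The most abundant of them had 504 reads in the control group and 17623 in the SNa group. Among the transcripts with a gene symbol, the 10 higher ones with the smallest p-values rested on few reads, and 0 of them passed the FDR. *chd8* (unigene 138062), a chromatin remodeler, had 4 and 32 reads, *fscn1b* (unigene 68914), the actin-bundling protein fascin, 42 and 96, and *nrxn3a* (unigene 115790), a presynaptic adhesion protein, 2 and 21. The toll-like receptor *tlr7* (unigene 117815), a sensor of RNA, had 2 and 18 reads. Unadjusted p-values of these 10 transcripts ran from 0.00139 to 0.0112 in the authors' table. Of the 534 higher transcripts at an unadjusted p under 0.05, 432 (80.9%) had unigene numbers from 115000 to 158899.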

All of the 31 up-regulated DEGs could not be annotated at this time, thus likely representing novel transcripts with no detected similarities to other species. Of the 11 down-regulated DEGs in goldfish RGCs, 7 were annotated (Table 2). 

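Proteins of the eye lens made up most of the annotated transcripts with the smallest p-values among those that fell. The beta crystallin *crybb1* (unigene 11360) had 25977 reads in the control group and 84 in the SNa group, a log2 fold change of -7.09 in the authors' deposited table. *cryba4* (unigene 124511) had 12057 and 94 reads, *crygm6* (unigene 6413) 4071 and 20, and *bfsp2* (unigene 48151), a filament protein of lens fibers, 1987 and 4. The 10 lower transcripts with a symbol that had the smallest p-values ran from p = 2.0e-32 to p = 5.3e-18 in the authors' table, and 10 of 10 passed the FDR. Of 32 lens genes with a fold change, from a list written after these transcripts were seen, 32 were lower; 27 passed the FDR over all transcripts and 30 when adjusted over the list alone. In the SKF group, against the same control pool, *crybb1* had a log2 fold change of -7.65 in the authors' table. The lens genes took 203474 reads of the control group, or 0.138%. Of the 293 lower transcripts at an FDR under 0.05, 144 had a protein hit.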

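*smad6b* (unigene 22075), an inhibitor of BMP signaling, had 6109 reads in the control group and 358 in the SNa group, a fold change of 0.133 (95% counting interval 0.113 to 0.154). Its p was 8.8e-09 and its FDR 1.2e-05 in the authors' deposited table, and its other unigene had a fold change of 0.256. Fold changes below 1 were also found for *baiap2b*, an adaptor that links membrane signals to actin, at 0.578 (0.514 to 0.650), for *pde8a*, which breaks down cAMP, at 0.677 (0.559 to 0.816), for *fgf4*, a growth factor, at 0.703 (0.542 to 0.904), and for *nab1a*, a corepressor of EGR proteins, at 0.723 (0.531 to 0.971). For the small heat shock protein *hspb11* the unigene with the highest mean had a fold change of 0.811 (0.726 to 0.905). Its unigene 124039 had 2832 and 48 reads, a fold change of 0.0384 with an FDR of 9.6e-12 in the authors' table, and against the same control pool the SKF group had a fold change of 0.0803 with an FDR of 4.6e-07 there; for *smad6b* the SKF group had a fold change of 0.356. The adaptor *grapa* had 608 and 312 reads, a fold change of 1.16 (0.952 to 1.41), and *trnt1*, which adds CCA ends to tRNAs, 744 and 347 reads, a fold change of 1.06 (0.877 to 1.27). With the reads of all unigenes of a symbol summed, 8 of 8 genes lay below 1, from 0.161 for *smad6b* to 0.970 for *grapa*, and the counting intervals of *grapa* (0.839 to 1.12) and *trnt1* (0.778 to 1.01) included 1. On the unigene that carries the protein accession of Table 2, the fold change was 0.395 for *nab1a*, 0.389 for *pde8a* and 0.137 for *trnt1*, the last from 66 and 4 reads. At least 1 unigene passed the FDR in the authors' table for 2 of the 8 genes, *smad6b* and *hspb11*. Intervals are exact binomial intervals with the reads divided by 2, so that the mates of a pair count as 1, and cover counting error only.

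**Figure D1:**
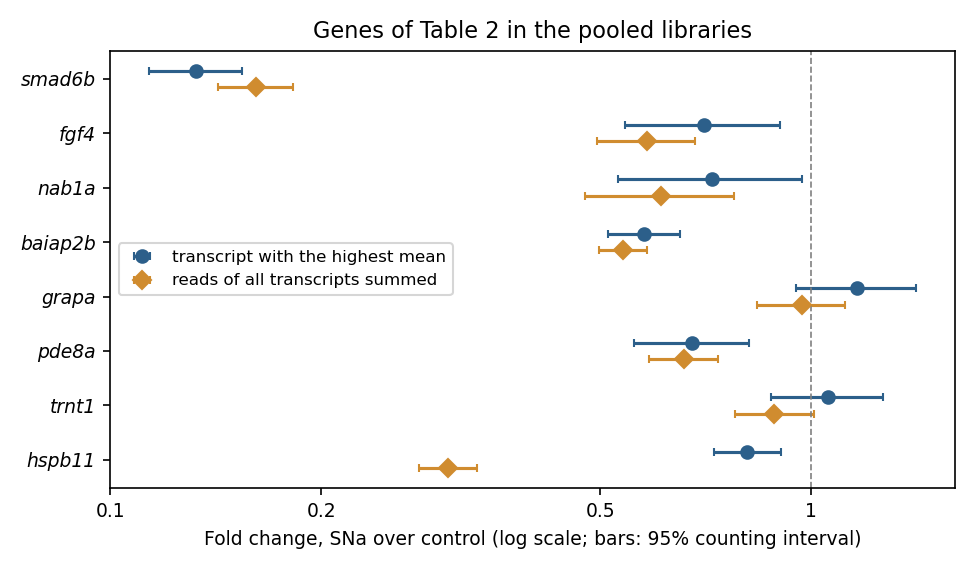
Fold change of the 8 genes in the SNa group over the control group, on a log axis, for the transcript with the highest mean (circles) and for the reads of all transcripts of the gene summed (diamonds). Bars are 95% counting intervals, and the dashed line marks a fold change of 1; *smad6b* lies lowest by either measure.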

Transcripts that were differentially down-regulated (FDR < 0.05) genes included: mothers against decapentaplegic homolog 6 (*smad6b*), fibroblastic growth factor 4 (*fgf4*), NGFI-A binding protein 1a (*nab1a*), BAI1-associated protein 2b (*baiap2b*), GRB2-related adaptor protein a (*grapa*), phosphodiesterase 8 A (*pde8a*), tRNA nucleotidyl transferase (*trnt1*), and heat shock protein beta 11 (*hspb11*).

**Table 2:** List of differentially expressed genes compared to control in *Carassius auratus* RGC culture after 24 h 1000 nM SNa treatment (FDR < 0.05).

**Gene symbol**	**Gene Name**	**Uniprot Accession**	**Fold Change**	**P-Value**	**FDR Adjusted P-Value**
*smad6b*	Mothers against decapentaplegic homolog 6	tr|Q1L8Y3|Q1L8Y3_DANRE	0.40	7.34E-11	2.80E-07
*fgf4*	Fibroblast growth factor 4	tr|Q9DFC9|Q9DFC9_DANRE	0.29	5.03E-10	1.78E-06
*nab1a*	NGFI-A binding protein 1a	tr|Q1LWI4|Q1LWI4_DANRE	0.28	9.87E-07	2.33E-03
*baiap2b*	BAI1-associated protein 2b	tr|U3JAA2|U3JAA2_DANRE	0.46	1.65E-06	3.63E-03
*grapa*	GRB2-related adaptor protein a	tr|Q503S8|Q503S8_DANRE	0.35	3.21E-06	6.43E-03
*pde8a*	Phosphodiesterase 8 A	tr|H9GZ87|H9GZ87_DANRE	0.31	1.25E-05	2.08E-02
*trnt1*	tRNA nucleotidyl transferase	tr|A7MCH7|A7MCH7_DANRE	0.08	1.30E-05	2.14E-02
*hspb11*	Heat shock protein beta 11	sp|A5JV83|HSPBB_DANRE	0.33	2.60E-05	3.88E-02

### qRT-PCR validation of DGE analysis

In order to validate the expression of annotated DEGs identified by RNA-Seq, 5 primer pairs were designed based on the corresponding assembled sequence. The fold-changes quantified by RNA-Seq and qPCR, respectively for these 5 DEGs were: 0.46 and 0.42 (P < 0.05) for *baiap2b*, 0.29 and 0.58 (P < 0.05) for *fgf4*, 0.35 and 0.52 (P < 0.05) for *grapa*, 0.28 and 0.48 (P < 0.05) for *nab1a*, and 0.40 and 0.41(P < 0.05) for *smad6b* (Fig. 3). Overall, the expression profiles obtained by RNA-Seq analysis and qPCR were highly comparable in the direction of change.

**Figure 3:**
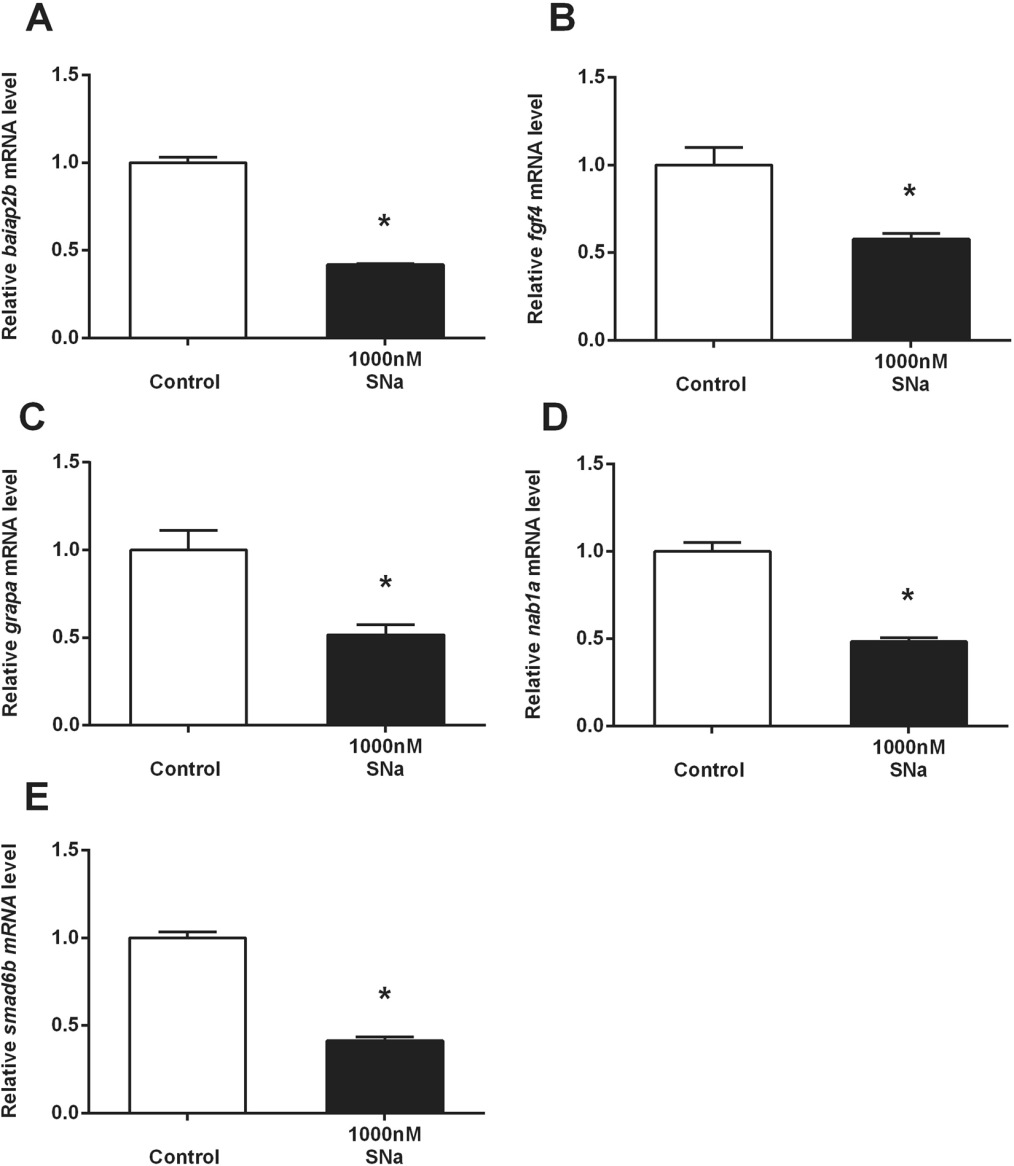
Quantitative real-time PCR analysis for (**A**) *baiap2b*, (**B**) *fgf4*, (**C**) *grapa*, (**D**) *nab1a* and (**E**) *smad6b* mRNA in *Carassius auratus* RGC culture exposed to 1000 nM SNa. Data were normalized and defined as fold-change relative to control. Bars represent the mean + SEM (n = 4). Treatment groups marked by asterisks have significantly different mRNA levels compared to control (P < 0.05).

### Gene set enrichment analysis

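Genes of cell division were lower and genes of fibroblasts higher in the SNa group when whole lists of genes were compared. For each list, the median log2 fold change was set against 10000 random lists of the same size matched on mean expression, as a description of these pools and not as a test. The random lists were not matched on unigene number. Unigenes from 115000 to 158899 had a median log2 fold change of 0.51 in the SNa group, and those from 1 to 57799 one of -0.29. Of 59 cell cycle genes 51 were lower and 8 higher, with a median log2 fold change of -0.82 at percentile 0 of the random lists; 9 fell at an unadjusted p under 0.05 in the authors' deposited table and 1 when adjusted over the list alone. The mitotic kinase *cdk1* (unigene 76132) had 783 reads in the control group and 71 in the SNa group, a log2 fold change of -2.28 with p = 0.00022 in the authors' table. The median of 75 genes of cytosolic ribosomal proteins was -0.35, with 74 lower and 1 higher, and that of 32 genes of cholesterol synthesis -0.32, with 25 lower and 7 higher, each with 0 past an unadjusted p under 0.05 and 0 when adjusted over the list alone. With every unigene of the symbols entered, the cholesterol list had a median of -0.05 and was no longer outside the random lists. Of 44 fibroblast and mural cell markers 36 were higher and 8 lower, with a median of 0.52 at percentile 100; *fbln1*, a matrix protein, had 1766 reads in the control group and 1561 in the smaller SNa pool, a log2 fold change of 1.00 with p = 0.0432 in the authors' table, where 1 marker was higher and 3 were lower at an unadjusted p under 0.05, and 0 were higher and 1, *rgs5b*, lower when adjusted over the list alone. Against the same control pool, the cell cycle list had a median of -0.74 and the fibroblast list one of 0.50 in the SKF group, and lens genes had a median of -4.20 in the SNa group. Across 54 lists, 39 of them set before the data were examined and 15 of them the study's, 13 lay above percentile 97.5 and 9 below percentile 2.5.

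**Figure D2:**
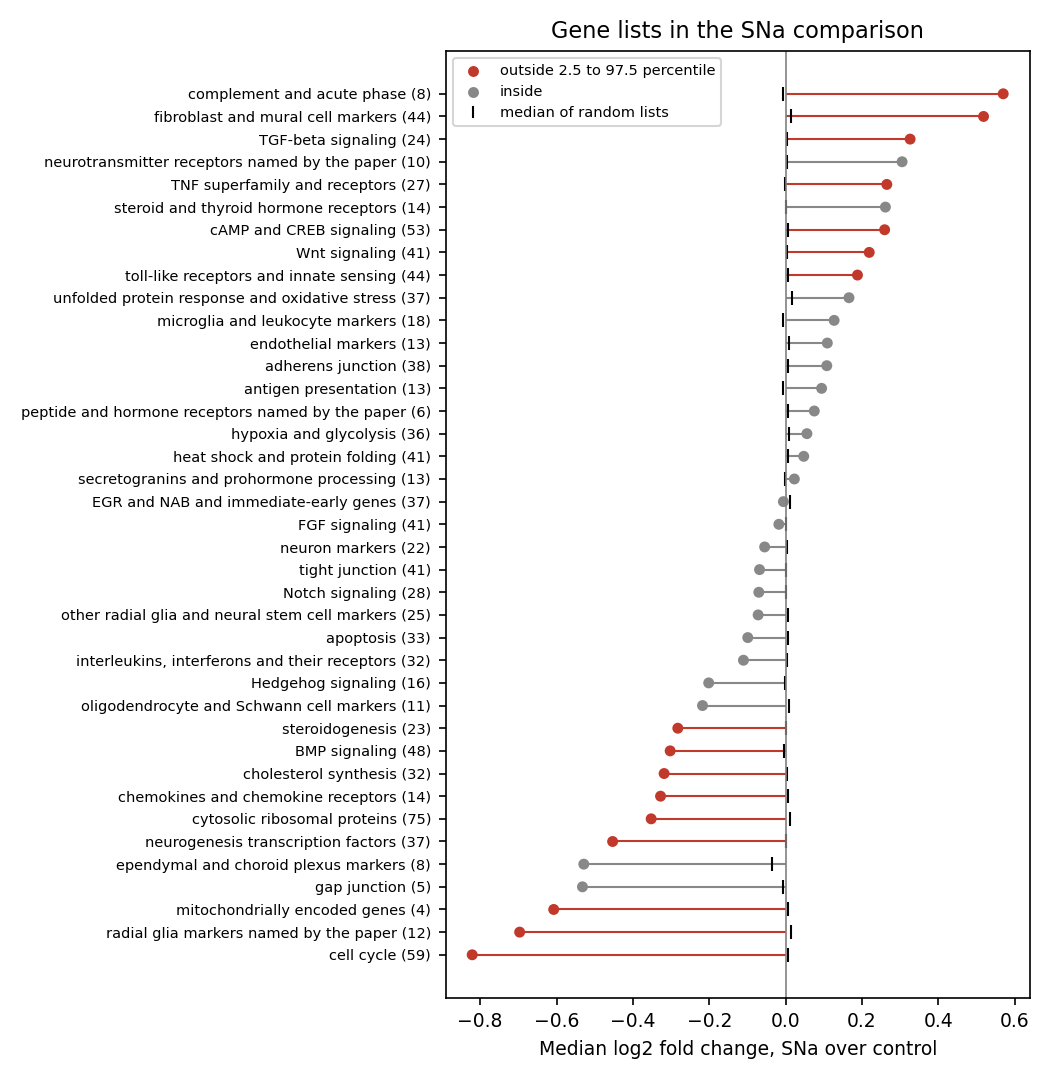
Median log2 fold change in the SNa group over the control group for the lists set before the data were examined, with the number of genes in parentheses. Red points lie outside percentiles 2.5 to 97.5 of 10000 random lists and grey points inside, and black ticks give the median of the random lists; the cell cycle list lies lowest at -0.82.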

GSEA revealed a total of 17 pathways that were statistically significant (P < 0.05) and had a median fold change >5% (Table 3). Pathways were grouped by three categories: cell processes (4 pathways), cell signaling (2 pathways), and receptor signaling (11 pathways). Cell processes involved in adherens and tight junction assembly such as nectins, claudins, cadherins, and junctional adhesion molecules (JAMs) were all significantly increased (10–17% or 1.10- to 1.17-fold) indicating that SNa up-regulates gene networks involved in cell-cell junctions. 

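Genes of cell junctions, which hold neighbouring cells together, went both ways in the SNa group. In the study's cadherin set, cadherins and catenins of adherens junctions, 34 of 56 genes were higher and 22 lower, a median fold change of 1.09 at percentile 95.3 of the random lists. The JAM set of tight junctions had 30 higher and 30 lower genes, a median fold change of 1.01 or, with a minimum mean of 1, of 0.991, and the nectin set 34 higher and 36 lower, a median fold change of 0.995. These values rest on the unigene with the highest mean; the paper's methods take the one of best p-value for a duplicated symbol, and with it the median fold change was 1.21 for the cadherin, 1.04 for the JAM and 1.08 for the nectin set. N-cadherin (*cdh2*, unigene 135020), which joins neural progenitors, had 92861 reads in the control group and 48794 in the SNa group, a log2 fold change of 0.25 with p = 0.646 in the authors' deposited table. Its unigene number lies between 115000 and 158899, where the median log2 fold change over unigenes was 0.51. *ctnna2* (unigene 76438), a catenin of neural cells, had 1027 and 130 reads, a log2 fold change of -1.80 with p = 0.00179, and *cldn5a* (unigene 132186) 6969 and 1288, a log2 fold change of -1.26 with p = 0.00901, both lower in the authors' table. Lists set before the data were examined had a median log2 fold change of 0.11 for adherens junctions, with 22 of 38 genes higher, and -0.07 for tight junctions, with 18 of 41 higher. On the unigene with the highest mean 0 genes of these 5 lists passed when adjusted over the list alone; on the unigene of smallest p 1 lower gene passed in each of the JAM, nectin and tight junction lists. The study chose its sets on these samples, so they are not independent evidence, and its claudin set is cut off in its supplementary table and was not used here. From the increase in its sets, the paper concludes that SNa raises gene networks of cell junctions.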

GSEA for cell signaling pathways revealed that actin cytoskeleton regulation and T cell activation pathways were significantly increased in SNa-treated RGCs. SNa significantly increased genes involved in four different T-cell receptor signaling pathways. 

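Members of T-cell receptor signaling, kinases and transcription factors that many cell types use, were mostly higher in the SNa group. The branch to NF-kB had a median log2 fold change of 0.21, with 26 of 36 genes higher, and the branch to ATF/CREB one of 0.21, with 35 of 48 higher. The medians were 0.32 for the branch to CREBBP, with 18 of 23 genes higher, and 0.14 for the branch to AP-1, with 25 of 36 higher. The NF-kB subunit *nfkb2* (unigene 23762) had 5947 and 3778 reads, a log2 fold change of 0.52 with p = 0.269, and the kinase *chuk* (unigene 80081) 5895 and 3286, a log2 fold change of 0.34 with p = 0.476 in the authors' deposited table. The AP-1 factor *jun* (unigene 80730) fell from 32831 to 6927 reads, a log2 fold change of -1.07 with p = 0.0299 in the authors' table. *pkd1b* (unigene 92637), a polycystin, had a log2 fold change of -2.91 with an FDR of 0.0130, and it was the 1 gene of the ATF/CREB branch that passed when adjusted over the list alone; the other branches had 0. Percentiles among the random lists were 99.2, 99.7, 99.8 and 95.4, and the first 3 fell inside the bounds of 2.5 and 97.5 when the unigene of smallest p stood for each symbol. With reads summed per symbol, the medians in the SNa group were 0.20 for NF-kB, 0.19 for ATF/CREB, 0.25 for CREBBP and 0.14 for AP-1. In the SKF group, against the same control pool, they were 0.23, 0.25, 0.25 and 0.18. The study chose these sets on these samples, so they are not independent evidence.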

Besides the T-cell receptor, other receptors such as glucagon receptor, dopamine D1 receptor, tumor necrosis factor receptor (TNFR), tumor necrosis factor receptor superfamily member 1 A (TNFSF1A), and neural cell adhesion molecule I (NCAMI) all shared similar CREB/ELK-SRF signaling. In addition, interleukin 6 receptor (ILR) and ephrin receptor (ephrinR) signaling pathways were also responsive to SNa treatment. 

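Receptors that act through CREB and ELK-SRF, transcription factors switched on by cAMP and kinase signals, had medians above 0 in the study's sets. The median log2 fold change was 0.26 for the dopamine D1 receptor set, with 18 of 25 genes higher, and 0.26 for the glucagon receptor set, with 19 of 26 higher. It was 0.13 for the TNFR set, with 17 of 28 higher, 0.10 for the TNFRSF1A set, with 21 of 32 higher, and 0.10 for the NCAM1 set, with 15 of 24 higher. Percentiles among the random lists were 99.2 for the dopamine and 99.5 for the glucagon set, outside the bounds, and 89.7, 85.8 and 81.6 for the other sets, inside them. With reads summed per symbol, the glucagon set lay inside them at percentile 97.4 and the dopamine set outside at 97.8. Summed in that way, the glucagon set had a median of 0.19 in the SNa group and 0.35 in the SKF group. The dopamine set had 0.21 and 0.35, against the same control pool. The kinase *rps6ka3b* (unigene 87294), which phosphorylates CREB, was lower, with 1052 reads in the control group and 150 in the smaller SNa pool. Its p was 0.00426 in the authors' deposited table. A list of cAMP and CREB genes set before the data were examined had 36 of 53 genes higher and a median log2 fold change of 0.26, which fell to 0.12 and inside the random lists with every unigene entered. With reads summed per symbol, the cAMP list had a median of 0.17 in the SNa group and 0.27 in the SKF group. When adjusted over the list alone, *adcy8* was the 1 gene that passed in the dopamine, glucagon and cAMP lists. It was lower, with a log2 fold change of -2.76, against the direction of the medians. In the other 3 lists 0 passed. The study chose its sets on these samples, so they are not independent evidence.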

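Signaling of the interleukin 6 receptor runs through the shared receptor chain *il6st*, the kinase *jak1* and STAT factors. Of 10 genes in the study's set 8 were higher and 2 lower, a median log2 fold change of 0.20 at percentile 89.2 of the random lists. *il6st* (unigene 137700) had 15107 reads in the control group and 8854 in the SNa group, a log2 fold change of 0.41 with p = 0.393, and *jak1* (unigene 137011) one of 0.35 with p = 0.468 in the authors' deposited table. *stat3* (unigene 137872) had 10170 and 3594 reads, a log2 fold change of -0.32 with p = 0.505 in the authors' table. These unigenes are numbered between 115000 and 158899. Over all unigenes of that range the median log2 fold change was 0.51 in the SNa group. No gene of the set passed, over all transcripts or when adjusted over the list alone, and the set, chosen by the study on these samples, is not independent evidence. With reads summed per symbol, the interleukin 6 receptor set had a median of 0.13 in the SNa group and 0.22 in the SKF group. The ephrin receptor set is cut off in the supplementary table and was not used here.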

A complete list of all enriched pathways is provided in Supplementary File S3.

**Table 3:** Gene set enrichment analysis (GSEA) for transcripts in *Carassius auratus* RGC cultures treated with 1000 nM SN (P < 0.05).

**Gene Set Category**		**Total # of entities**	**# of measured entities**	**Median change**	**P-value**
Ariadne Cell Process Pathways	Adherens Junction Assembly (Nectin)	104	57	1.10	0.045
	Tight Junction Assembly (Claudins)	137	62	1.13	0.022
	Adherens Junction Assembly (Cadherins)	133	53	1.14	0.016
	Tight Junction Assembly (JAMs)	119	55	1.17	0.024
Ariadne Cell Signaling Pathways	Actin Cytoskeleton Regulation	551	357	1.10	0.009
	T Cell Activation	957	490	1.11	0.003
Ariadne Receptor Signaling Pathways	IL6R - > STAT signaling	8	8	1.08	0.047
	EphrinR - > actin signaling	216	143	1.12	0.020
	T-cell receptor - > NF-kB signaling	176	33	1.15	0.000
	T-cell receptor - > AP-1 signaling	180	33	1.17	0.025
	T-cell receptor - > CREBBP signaling	176	25	1.19	0.027
	GlucagonR - > CREB/ELK-SRF/SP1 signaling	42	27	1.20	0.040
	DopamineR1 - > CREB/ELK-SRF signaling	40	25	1.20	0.016
	T-cell receptor - > ATF/CREB signaling	195	45	1.21	0.021
	TNFR - > CREB/ELK-SRF signaling	45	30	1.23	0.050
	TNFRSF1A - > CREB/ELK-SRF signaling	41	32	1.23	0.014
	NCAM1 - > CREB/ELK-SRF/MYC signaling	27	21	1.26	0.046

Only those pathways with a median fold-change greater than 5% are presented. The number of measured entities in the pathway is reported along with the number of measured entities and median fold-change for the pathway.

### Sub-network enrichment analysis

Using SNEA, a total of 192 cellular processes were significantly responsive to SNa exposure. Sub-networks that included processes related to CNS and immune system were major biological themes regulated by SNa (Table 4). All 19 sub-networks involved in processes related to the CNS were increased (7–70% or 1.07- to 1.70-fold). Examples of these sub-networks included neurogenesis, glial cell development, neuronal activity, synaptic plasticity, axon guidance and extension. 

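Genes of the study's neurogenesis network were divided between higher and lower in the SNa group. Of 427 genes, 224 were higher and 203 lower, with a median log2 fold change of 0.05 at percentile 94.8 of the random lists on the unigene with the highest mean. On the unigene of smallest p, the choice that the paper's methods state for duplicated symbols, 234 were higher and 193 lower, with a median of 0.16 (a fold change of 1.12) at percentile 93.4. With reads summed per symbol, an alternative chosen after the result was seen, 241 were higher and 200 lower. The median was then 0.07 at percentile 98.8, outside the random lists. On the unigene with the highest mean, in the authors' deposited table 2 rose and 26 fell at an unadjusted p under 0.05; 3 fell at an FDR under 0.05 and 7 when adjusted over the list alone. On the unigene of smallest p, 2 rose and 35 fell at an unadjusted p under 0.05. *stmn1b* (unigene 77736), a microtubule regulator of young neurons, had 21724 and 1910 reads, a log2 fold change of -2.33 with an FDR of 0.00144 in the authors' table, and the crystallin *crybb2* (unigene 133256), known from the lens, 65979 and 4455 reads; against the same control pool *stmn1b* had a log2 fold change of -2.42 in the SKF group. Transcription factors of neurogenesis, on a list set before the data were examined, had a median of -0.45 at percentile 0.01, with 26 of 37 lower. At an unadjusted p under 0.05, 1 rose and 5 fell, and 2 were lower when adjusted over the list alone. Against the same control pool this list had a median of -0.24 in the SKF group, and lens genes had a median of -4.20 in the SNa group. *zic2b* (unigene 73261), a zinc finger factor of neural progenitors, had 25978 and 3755 reads, a log2 fold change of -1.61 with p = 0.00091, *myt1b* 182 and 6 reads with p = 0.00016, and *dlx2a*, a homeobox factor of forebrain interneurons, 384 and 44 reads with p = 0.00544 in the authors' table. With symbols matched exactly, the list of factors had a median of -0.37 and was no longer outside the random lists. The study chose its network on these samples, so it is not independent evidence. The paper states that processes of the CNS were a main theme among the networks that responded to SNa.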

A total of 19 sub-networks were associated with cellular processes of the immune system indicating that this is another major theme in the transcriptomic response to SNa. 

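Immune genes of the study's network for immune system activation were more often higher than lower in the SNa group. Of 66 genes 42 were higher and 24 lower, with a median log2 fold change of 0.16 at percentile 98.5 of the random lists. The peptide transporter *slc15a2* (unigene 126413) had 355 reads in the control group and 56 in the smaller SNa pool. Its p was 0.0320 in the authors' deposited table, and 0 genes passed when adjusted over the list alone. Complement and acute phase genes, part of innate defence and on a list set before the data were examined, had 6 of 8 genes higher and a median of 0.57, or 0.47 with a gene absent from the SNa group at its bound. Serum amyloid A (*saa*, unigene 123976) had 3470 and 2652 reads, a log2 fold change of 0.79 with p = 0.0997, and transferrin (*tfa*, unigene 24820) 1666 and 1351, a log2 fold change of 0.88 with p = 0.0779 in the authors' table. Markers of microglia and leukocytes had a median of 0.13, with 10 of 18 higher, and 0 complement or microglia genes passed when adjusted over the list alone. The activation network lost its place outside the random lists when symbols were matched exactly, when every unigene entered or when the unigene of smallest p was taken. It was chosen by the study on these samples and is not independent evidence. With reads summed per symbol, the network had a median of 0.16 in the SNa group and 0.19 in the SKF group. The complement list had 0.38 and 0.58, against the same control pool.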

There were 18 sub-networks that were increased (5–53% or 1.05- to 1.53-fold) and 1 sub-network that was decreased (−13% or −1.13 fold), indicating that SNa has a largely stimulatory effect on diverse processes in RGCs. These processes included immune system activation, immunoreactivity, lymphocyte activation, macrophage response leukocyte function and differentiation. Neurogenesis (Fig. 4A) and immune system activation (Fig. 4B) are prominent examples of sub-networks that were significantly regulated by SNa. All identified sub-networks are presented in Supplementary File S3.

**Table 4:** Cell processes identified by sub-network enrichment analysis (SNEA) that were regulated by 1000 nM SNa in primary *Carassius auratus* RGC cultures.

	Gene Set Seed	Total # in pathway	# of Measured Neighbors	Median change	P-value
Processes related to CNS	Axon guidance	210	160	1.17	0
	Transmission of nerve impulse	598	321	1.1	0
	Cognition	212	126	1.11	0.004
	Innervation	172	113	1.08	0.005
	Brain function	150	89	1.14	0.006
	Cerebellum development	14	8	1.44	0.007
	Neuronal activity	263	133	1.06	0.008
	Neuroproliferation	6	5	1.7	0.01
	Hindbrain development	15	11	1.44	0.013
	Synaptic transmission	509	288	1.13	0.013
	Synaptic plasticity	454	284	1.1	0.013
	Schwann cell formation	15	12	1.26	0.016
	Memory	721	385	1.08	0.016
	Neuron development	103	69	1.1	0.029
	Dentate gyrus development	6	6	1.34	0.03
	Neurogenesis	561	383	1.11	0.031
	Central nervous system function	25	15	1.26	0.041
	Axon extension	74	59	1.16	0.042
	Glial cell development	17	11	1.25	0.044
Processes related to immunity	B-cell activation	233	105	1.1	0.001
	Leukocyte function	158	74	1.09	0.003
	Granulocyte adhesion	52	27	1.11	0.009
	Peritoneal macrophage function	10	5	1.34	0.014
	Immunoreactivity	463	260	1.13	0.014
	Eosinophil degranulation	43	15	1.31	0.015
	T-cell homeostases	100	50	1.05	0.016
	Respiratory burst	185	92	1.1	0.017
	NK cell mediated cytotoxicity	367	133	1.09	0.018
	Leukocyte accumulation	84	43	1.1	0.019
	Leukocyte differentiation	9	5	1.53	0.022
	B lymphocyte proliferation	277	148	1.07	0.022
	Lymphocyte activation	277	131	1.11	0.023
	Lymphocyte aggregation	10	6	1.32	0.027
	Macrophage response	48	19	1.1	0.028
	Immune system activation	163	76	1.07	0.033
	Leukocyte tethering / rolling	106	58	1.11	0.041
	Phagocyte activity	167	80	1.1	0.046
	Granulosa cell differentiation	46	34	−1.13	0.047

Only those sub-networks with a median fold-change greater than 5% in the cell process are presented (P < 0.05). Reported here are only some major cell processes affected by SNa in RGCs.

**Figure 4:**
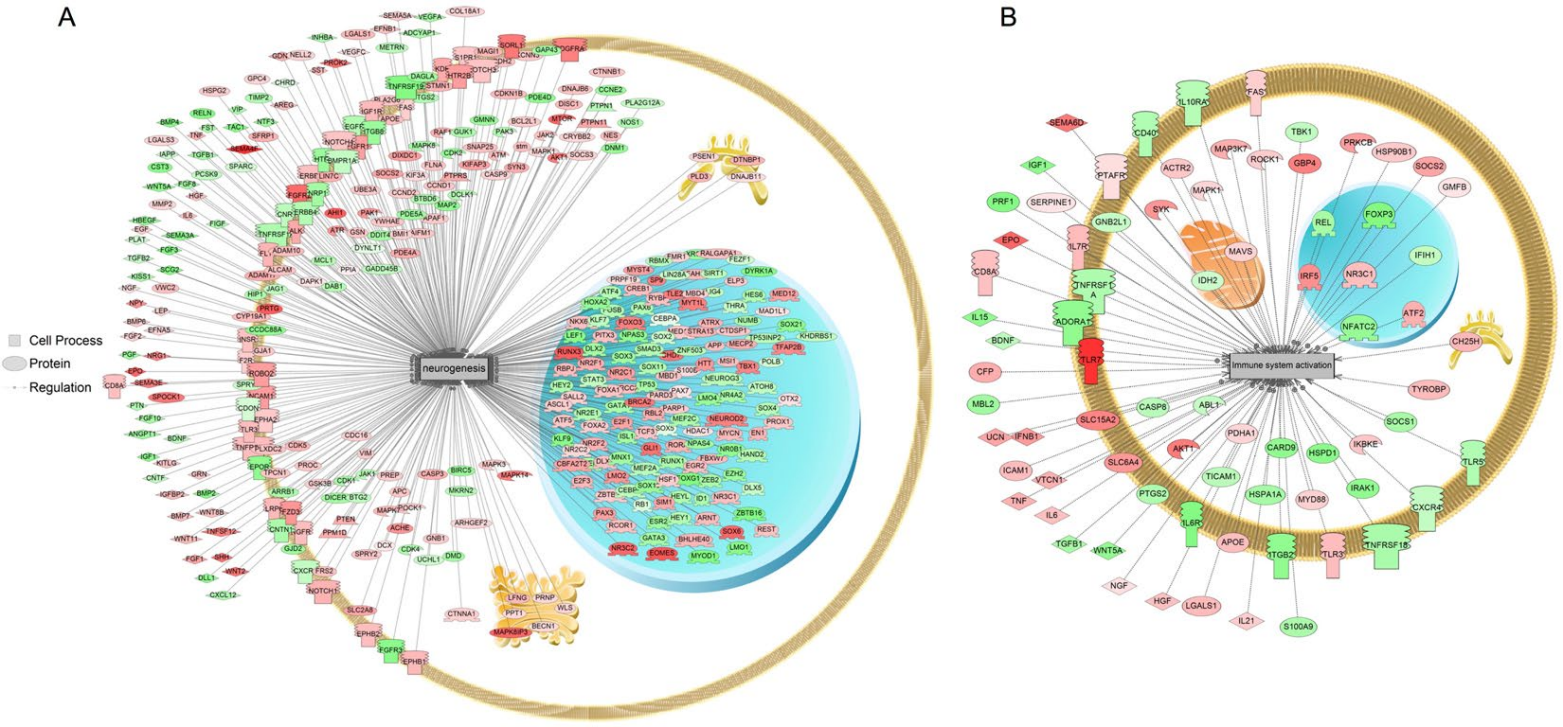
Subnetwork enrichment analysis (SNEA) indicated that genes involved in (**A**) neurogenesis and (**B**) immune system activation were significantly enriched in *Carassius auratus* RGC cultures following 24 h exposure to 1000 nM SNa treatment (P < 0.05). Red indicates that gene expression was increased and green indicates that gene expression was decreased. All abbreviations are provided in Supplemental File S4.

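Single genes of both networks were set beside the fold changes that the authors list for them in Supplemental File S4. Of 338 neurogenesis genes matched by symbol, 213 (63.0%) lay on the same side of no change in the pooled reads, and of 58 immune genes 37 (63.8%). Pearson's r across the neurogenesis genes was 0.31, and 0.44 when the unigene of smallest p stood for each symbol. Across the immune genes it was 0.33 and 0.46. These correlations run across genes, which are not independent replicates. The cytoskeletal gene *stmn1b* and the estrogen-producing enzyme *cyp19a1* were among the neurogenesis genes lower at an FDR under 0.05 in the authors' deposited table.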

## Discussion

Given what has been reported previously about teleost RGCs^13,48^, we predicted that transcriptomic profiling would identify genes related to steroidogenesis and neurogenesis, in addition to several receptors for classical neurotransmitters. Goldfish RGCs do indeed express genes related to these key processes, but also express a much wider range of cell surface and nuclear receptors, including numerous neurogenesis- and immune-related genes. A total of 17,620 non-redundant unigene clusters were identified by RNA sequencing and GO analysis revealed a diverse receptor and signaling molecule profile. This suggests that teleost RGCs can respond to and synthesize an array of hormones, peptides, cytokines, and growth factors.

### A reference transcriptome for cultured teleost RGCs

We extend our observations on the expression of glial fibrillary acidic protein (*gfap*), brain fatty acid binding protein (*blbp*), aromatase B (*cyp191b*), and related proteins^16^ to transcriptomic characterization of goldfish RGCs. Further validating this culture system, several critical markers previously reported to be expressed in zebrafish RGCs in the adult telencephalon and diencephalon^13^ were identified by RNA-Seq in goldfish RGCs. These include the well-documented *cyp191b*, *blbp*, *gfap*, and also calcium binding protein β (*s100b*), connexin 43 (*cx43*), glial high-affinity glutamate transporter (*slc1a3a*), glutamine synthase (*glula*), nestin (*nes*), sex determining region Y box 2 (*sox2*), and vimentin (*vim*). These glial markers have been used to characterize RGCs in zebrafish and provide the cell with the abilities of neurotransmitter uptake (*slc1a3a, glula*), estrogen production (*cyp19a1b*), and generation of calcium waves (*cx32*)^13^. 

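Markers of radial glia were all present in the control RGCs, and several were lower in the SNa group. Vimentin (*vim*, unigene 132749) had 546697 reads in the control group and *gfap* (unigene 75351), the glial filament protein, 139784. The brain fatty acid binding proteins that the paper calls *blbp* had 28362 reads for *fabp7a* (unigene 126167) and 103303 for *fabp7b* (unigene 16548). Lower counts were found for *sox2*, a factor of neural stem cells, with 26113, *nes* with 23698, *glula* with 3411, *s100b* with 2831, connexin 43 (*gja1*) with 2743, *slc1a3a* with 1312 and aromatase B (*cyp19a1*) with 240. In the authors' deposited table *fabp7a* had a log2 fold change of -5.04 with an FDR of 1.8e-16 after SNa, and *fabp7b* one of -2.22 with an FDR of 0.0177. The glutamate transporter *slc1a3b* (unigene 130343) had 20713 reads in the control group and 969 in the smaller SNa pool. Its FDR was 2.5e-07 in the authors' table, and *slc1a3a* had p = 0.00623 there. *gfap* had a log2 fold change of -0.63 with p = 0.268, and *nes* one of 0.50 with p = 0.311 in the authors' table. The list of markers named by the paper held 12 genes. It took in the further copies *slc1a3b* and *glulb*, which the paper does not name, and lacked aromatase. Of the 12 genes 11 were lower, with a median log2 fold change of -0.70 at percentile 0 of the random lists. When adjusted over the list alone, 4 fell. Among 25 other markers of radial glia and neural stem cells 14 were lower, with a median of -0.07, and 2 fell when adjusted over the list alone; *sox1b* (unigene 126275) had 4129 and 210 reads with an FDR of 3.8e-06 in the authors' table. Lens genes had a median log2 fold change of -4.20 in the same comparison, and in the SKF group, against the same control pool, *fabp7a* had a log2 fold change of -5.33.

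**Figure D3:**
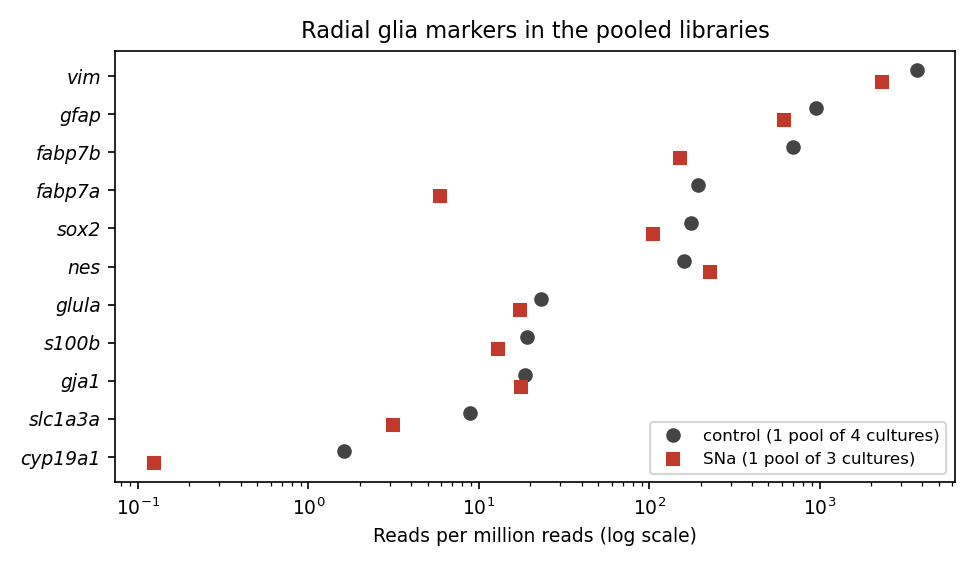
CPM of the radial glia markers in the control pool (circles) and the SNa pool (squares), on a log axis. Each point is 1 pool with no error; *fabp7a* and *cyp19a1* lie farthest apart, and *nes* is higher in the SNa pool.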

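Enzymes that turn cholesterol into steroids were detected in the control RGCs at low to moderate levels. *star* (unigene 5115), which brings cholesterol into mitochondria, had 82 reads, *cyp17a1* (unigene 141797) 26, *srd5a1* (unigene 6281) 72 and *hsd17b10* (unigene 75102), a mitochondrial dehydrogenase, 2440. Aromatase, matched by its protein name because the files give it the symbol *cyp19a1* (unigene 161092), fell from 240 to 8 reads after SNa, a fold change of 0.0755 (95% counting interval 0.0202 to 0.198) with an FDR of 0.0196 in the authors' deposited table; against the same control pool its log2 fold change was -3.56 in the SKF group, and lens genes had a median of -4.20 in the SNa group. Its unigene number lies from 158900 on, where 49.8% of unigenes had 0 reads in the SNa group. *hsd17b3* (unigene 77346), another dehydrogenase of sex steroids, fell from 594 to 44 reads with an FDR of 0.0422 in the authors' table. Of 23 steroidogenic genes on a list set before the data were examined, 16 were lower, with a median log2 fold change of -0.28 at percentile 1.23 of the random lists, and 2 fell when adjusted over the list alone. The median was -0.16 and inside the random lists with symbols matched exactly or with reads summed per symbol, and also inside at -0.22 with a minimum mean of 50 and at -0.03 with the unigene of smallest p.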

Identification of several steroidogenic enzyme transcripts such as steroidogenic acute regulatory protein (*star*), 17α-hydroxylase (*cyp17a1*), 17β-hydroxysteroid dehydrogenase (*hsd17b10*), aromatase B (*cyp19a1b*), and 5α-reductase (*srd5a1*), suggest that these cells are capable of *de novo* estrogen production from cholesterol and are able to produce pregnenolone and progesterone intermediates, confirming previous observations that these are steroidogenic cells^48^. Here we also show that cultured goldfish RGCs express progesterone receptor (*pgr*), androgen receptor (*ar*), G-protein coupled estrogen receptor (*gper1*), estrogen receptor α (*esr1*), estrogen receptor β1 (*esr2b*), and estrogen receptor β2 (*esr2a*). These data support other reports in zebrafish that *in vivo* RGCs express Pgr protein^49^ as well as observations for the distribution of *ar*, *esr1, esr2a*, and *esr2b* mRNAs with aromatase B expression in RGCs^50^. 

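Receptors for progesterone were the most abundant steroid receptors of the control RGCs. *pgr* (unigene 74177) had 6068 reads, *esr2b* (unigene 124271) 1199, *esr1* (unigene 833) 108 and *ar* (unigene 72837) 88. *esr2a* (unigene 110696) had 4 reads. *gper1* (unigene 114748), the membrane estrogen receptor, had 0 reads in the control group, 2 in the SNa group and 6 in the SKF group. Of 14 steroid and thyroid hormone receptors with a fold change, on a list set before the data were examined, 11 were higher after SNa, with a median log2 fold change of 0.26, or 0.25 with an absent gene at its bound, and 0 passed when adjusted over the list alone. The glucocorticoid receptor *nr3c1* (unigene 27959) had 2064 and 1081 reads, a log2 fold change of 0.25 with p = 0.615 in the authors' deposited table.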

The expression of nuclear estrogen receptor mRNAs has been documented before in goldfish RGC cultures^17^; however, to the best of our knowledge, this is the first report demonstrating that *gper1* is expressed by RGCs. The combination of numerous steroidogenic enzymes and steroid receptors expressed by RGCs strongly support the hypothesis that RGCs are both a source and target of neurosteroids^50^.

### RGCs express multiple receptors

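Receptors for adenosine, GABA and serotonin had the most reads among the neurotransmitter receptors of the control RGCs. The adenosine receptor *adora2b* (unigene 20417) had 5062 reads, *htr6* (unigene 119371), a serotonin receptor, 282, the GABA receptor subunit *gabbr1a* 227, *htr2cl1* 75, the dopamine receptor *drd4b* 74 and *adora1* 58. Transcripts of several named receptors were rare. *htr1aa* had 20 reads, *chrm4a* 18, *htr2b* 12, *adrb2a* 12, *chrm5a* 11, *hrh1* 10, *adra2c* 8, *hrh3* 6, *adra2a* 2 and *adrb1* 2. *drd2b*, the dopamine D2 receptor, had 0 reads in the control group and 4 in the SNa group. Of 18 receptors named, 17 were detected at a normalized count of at least 1 and 9 at 10 or more, and 11 rested on 20 reads or fewer. After SNa, 7 of 10 were higher, with a median log2 fold change of 0.30, and 0 passed when adjusted over the list alone; *adora2b* had a log2 fold change of 0.30 with p = 0.521 in the authors' deposited table.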

We report that RGCs express receptors for various neurotransmitters including 5-HT (1 A, 2B, 2 C, 6), DA (D2, D4), GABA (GABA_A_, GABA_B_), acetylcholine (M4, M5), adrenaline (α2a, α2c, β1, β2), adenosine (A1, A2B), and histamine (H1, H3). Our previous studies showed that DA D1 receptor activation in RGCs can increase aromatase B and regulate protein networks associated with progenitor cell functions^16,18^. Furthermore, RGCs may also be under the direct control of 5-HT, as 5-HT neurons share a close distribution with RGCs in the zebrafish paraventricular organ and *in vivo* inhibition of 5-HT synthesis decreases RGC proliferation in zebrafish^19^. In support of our RNA-Seq data, goldfish RGCs have previously been documented to express adenosine A1 receptors^51^ and activation of this receptor in rabbit RGCs causes ATP-evoked increases in calcium that regulate proliferation^52^. In mice, RGC fate is under the control of GABA excitation where high levels of activation result in quiescence, while low levels of excitation cause either symmetrical or asymmetrical cell divisions^53^. Histamine H1, H2, and H3 receptors are expressed by mammalian astrocytes and regulate astrocytic functions such as calcium influx, energy metabolism, neurotransmitter clearance, neurotrophic activity, and immune response^54^. Together, this panel of expressed neurotransmitter receptors suggest that goldfish RGCs are in communication with numerous neuronal subtypes. 

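Thyroid hormone receptors, nuclear factors that act on neural progenitors, differed in their number of reads in the control RGCs. *thrb* (unigene 133498) had 533 reads, *thrab* 30 and *thraa* 12. The prolactin receptor *prlrb* (unigene 27573) had 76 reads and *trhr2* (unigene 67215), a receptor for thyrotropin-releasing hormone, 54. The growth hormone receptor *ghra* had 10 reads, *ghrh*, a symbol of the releasing hormone itself, 10, and *prlhr2a* 2. With *oxtr* and *avpr2l*, 10 of 10 named were detected at a normalized count of at least 1 and 6 of 10 at 10 or more. *thrb* had a log2 fold change of 0.71 after SNa with p = 0.205 in the authors' deposited table, and 0 of 6 hormone receptors with a fold change passed when adjusted over the list alone.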

Goldfish RGCs also express receptors for growth hormone (*ghra*), growth hormone-releasing hormone (*ghrh*), thyroid hormone (*thraa, thrab*, *thrb*), thyrotropin releasing-hormone (*trhr2*), prolactin-releasing peptide (*prlhr2a*), and prolactin (*prlrb*), amongst others. Few studies have investigated hormonal control of glial cells. Best described are the stimulatory effects of thyroid hormones on neural progenitor proliferation in mammals^55,56^ and estrogenic stimulation of aromatase B expression in zebrafish RGCs^57^. We have found that both thyroid hormone and estrogen receptors are expressed in female goldfish RGCs in our cultures. The response of these cells to thyroid hormones has not been investigated, but we have shown previously that goldfish RGCs respond directly to estradiol^17^. These new transcriptomic data reported here are required to fully investigate hormonal regulation of this progenitor cell type in the CNS.

### RGCs express multiple immune system genes

The GO analysis also identified the presence of many immune system pathways, cytokines, and cytokine receptors in RGCs, indicating that fish RGCs may have important functions in brain immune reactivity. In fish brain, RGCs are the main macroglia due to the lack of typical stellate astrocytes^9^, thus RGCs likely share some functions with mammalian astrocytes in order to maintain brain homeostasis and to regulate neuroinflammation^58–60^. The transcriptome of goldfish RGCs reveal key proinflammatory molecules and receptors, including interleukin/interleukin receptors, toll-like receptors, tumor necrosis factor/tumor necrosis factor receptors, and transforming-growth factor β (TGFβ). 

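Cytokines and their receptors, which carry inflammatory signals between cells, were widely detected in the control RGCs. Interleukins, interferons and their receptors were detected for 35 of 35 symbols found, toll-like receptors and their partners for 46 of 46, and TNF ligands and receptors for 30 of 30, on lists set before the data were examined. At a normalized count of 10 or more these numbers were 32, 43 and 26. A symbol was found only where a unigene with reads carried it, so such shares do not single out immune genes. Neuron markers were detected for 30 of 30 symbols found. Components of TGF-beta signaling, which controls growth and matrix, were detected for 24 of 24, with 511869 reads in all. *crlf1a* (unigene 82326), a cytokine receptor-like protein, had 61372 reads, its partner *clcf1* (unigene 134612) 19391 and *socs3a* (unigene 130913), an inhibitor of cytokine signaling, 31383. The TNF receptors *tnfrsf21* (unigene 23669) and *cd40* (unigene 124858) had 12276 and 5441 reads. Of these entries, those for interleukins numbered 53, for toll-like receptors 53, for TNF 38 and for TGF-beta 20, and symbols of both copies of duplicated genes were counted.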

Although their roles in neuroinflammation are less established than those in astrocytes, RGCs in fish brain respond to inflammatory cues to initiate the regenerative response. Unlike mammals, in which brain injury and neuroinflammation can result in glial scarring that obstructs neurogenesis^61^, neuroinflammation in fish directly activates RGC proliferation and subsequent neurogenesis through leukotriene C4 signaling^62^. In addition, the expression of chemokine/chemokine receptors implicates RGCs in the control of processes such as neural migration, axonal guidance, and neural regeneration that involve chemotaxis^63–65^. 

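Chemokines, secreted proteins that attract cells, were found for fewer entries than the cytokine receptors. Of 40 entries on a list set before the data were examined, 16 symbols were found and 16 detected in the control RGCs, with 50622 reads in all. *ccl25b* (unigene 124082), a chemokine known from the thymus and gut, had 3772 reads and *ccl20b* (unigene 103528) 200. In the authors' deposited table *ccl25b* fell to 298 reads after SNa, a log2 fold change of -2.48 with an FDR of 0.00101, and *ccl20b* to 14 with p = 0.00233; against the same control pool *ccl25b* had a log2 fold change of -2.51 in the SKF group, and lens genes had a median of -4.20 in the SNa group. Of 14 chemokines and receptors with a fold change 9 were lower, with a median of -0.33 at percentile 1.83 of the random lists, and 2 fell when adjusted over the list alone. The median was -0.69 with symbols matched exactly, inside the random lists.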

Zebrafish RGCs express the chemokine Cxcl2 and its receptor Cxcr4^65^ and also the chemokine receptor Cxcr5, which regulates RGC proliferation and differentiation^66^. Thus, the immune system appears to be a prominent functional theme based this transcriptomic study.

### The secretogranin-derived peptide SNa regulates multiple functions in cultured goldfish RGCs

The close neuroanatomical relationship between abundant RGCs and soma of SNa-immunoreactive neurons in the preoptic nucleus of female goldfish^20^ led us to postulate that SNa is a regulator of RGC physiology. It is known that these preoptic SNa-positive cells are the magnocellular and parvocellular neurons expressing the nonapeptides isotocin and vasotocin^67,68^, the fish homologs of mammalian oxytocin and vasopressin, respectively. 

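Receptors for the nonapeptides isotocin and vasotocin, hormones of preoptic neurons, were detected in the control RGCs. The oxytocin receptor *oxtr* (unigene 85657) had 534 reads in the control group and 260 in the SNa group, a log2 fold change of 0.14 with p = 0.805 in the authors' deposited table. The vasopressin receptor *avpr2l* (unigene 60734) had 73 and 16 reads, a log2 fold change of -1.01 with p = 0.342 in the authors' table. The 95% counting interval of the fold change was 0.887 to 1.36 for *oxtr* and 0.199 to 1.08 for *avpr2l*, so no difference was detectable at this depth.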

Our data have identified the expression of both oxytocin (*oxtr*), and vasopressin (*avpr2l*) in RGCs providing further support for potential interactions between these neuropetidergic neurons and RGCs.

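Genes of BMP signaling, which guides the fate of neural progenitors, went both ways in the SNa group, and more of them were lower. Noggins bind BMP ligands outside the cell; *nog2* (unigene 19378) fell from 2611 to 110 reads, a log2 fold change of -3.39 with an FDR of 1.6e-06, and *nog3* (unigene 98641) from 174 to 2 reads with an FDR of 0.00505 in the authors' deposited table. The ligand *bmp7a* (unigene 148450) fell from 1536 to 188 reads, a log2 fold change of -1.85 with p = 0.00072 in the authors' table. Of 48 BMP genes on a list set before the data were examined, 31 were lower and 17 higher, with a median of -0.30 at percentile 0.02 of the random lists. The most abundant member, *fstl1b* (unigene 132028), had 203529 and 112421 reads, a log2 fold change of 0.32 with p = 0.600 in the authors' table. Its unigene number lies between 115000 and 158899, where the median log2 fold change over unigenes was 0.51 after SNa. In the SKF group, against the same control pool, *nog2* had a log2 fold change of -2.72, and lens genes had a median of -4.20 in the SNa group. In the authors' table 10 fell at an unadjusted p under 0.05, 3 of them at an FDR under 0.05, and 6 fell when adjusted over the list alone. With symbols matched exactly the median was -0.13, inside the random lists. Genes of TGF-beta signaling, the sister pathway, had a median of 0.33 with 19 of 24 higher, of which 0 passed when adjusted over the list alone. From the decrease in *smad6b*, *nab1a* and *fgf4* and from its pathway analyses, the paper proposes that SNa acts on networks of glial development, neurogenesis and neuronal proliferation.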

We report that SNa decreased the expression of *smad6b, nab1a*, and *fgf4* in cultured goldfish. The mammalian homologue Smad6 is a negative regulator of bone morphogenic proteins^69^ and this gene has been linked to the regulation of stem/progenitor cell behaviours^70^. Our study showed that SNa decreased *nab1a* mRNA, the orthologue to mammalian *nab1*. 

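EGR factors are products of immediate-early genes, which respond to signals at the cell surface, and NAB proteins are corepressors that bind them. On the unigene with the highest mean, *nab1a* (unigene 87523) had 376 reads in the control group and 120 in the SNa group, with p = 0.474 in the authors' deposited table, and on unigene 30310 it had 252 and 44 reads with p = 0.0720. Of 37 genes on a list of EGR, NAB and immediate-early genes set before the data were examined, 18 were higher and 19 lower, with a median log2 fold change of -0.01 and 0 past the test when adjusted over the list alone.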

Nerve growth factor-induced gene A binding protein 1 (NAB1; also called EGR1 binding protein 1) is an active corepressor that negatively regulates the transcriptional activity of nerve growth factor-induced gene A *(NGFI-A*)^71^. Furthermore, NGFI-A is an immediate-early gene and is responsive to various extracellular stimuli such as growth factors, hormones, and neurotransmitters in order to regulate the growth, proliferation, and differentiation of a variety of cell types^72^, including astrocyte growth and proliferation^73,74^. As a corepressor, NAB1 completely blocks transcription facilitated by NGFI-A^71^. Therefore, SNa-induced decreases in NAB1A may modulate NGFI-A-dependent processes in RGCs. It was also shown here that SNa reduced the relative expression levels of *fgf4*. 

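FGF ligands and their receptors control proliferation of progenitor cells, and few of these genes differed between the groups. *fgf4* (unigene 27098) had 528 reads in the control group and 164 in the SNa group, with p = 0.407 in the authors' deposited table, and its unigene 27096 had 409 and 87 reads with p = 0.108. The ligand *fgf24* (unigene 165394) fell from 86 to 4 reads, a log2 fold change of -3.25 with p = 0.00805 in the authors' table. Its unigene number lies from 158900 on, where 49.8% of unigenes had 0 reads in the SNa group. Of 41 genes on a list of FGF signaling set before the data were examined, 18 were higher and 23 lower, with a median log2 fold change of -0.02, and 0 passed when adjusted over the list alone.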

The Fgfs are polypeptides that regulate cell proliferation, differentiation, and migration in the developing and mature CNS^75^, including mammalian RGC self-renewal and differentiation^76,77^. These observations and our pathway analyses all support the proposal that SNa regulates networks implicated in glial cell development, neurogenesis and neuronal proliferation.

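Gap junctions, channels that couple neighbouring glia, had few measured genes, and 5 of 5 were lower in the SNa group. Their median log2 fold change was -0.53 at percentile 4.72 of the random lists, and 0 passed the authors' test or when adjusted over the list alone. The lowest member had a log2 fold change of -1.14, and lens genes had a median of -4.20 in the same comparison. The pannexin *panx1a* (unigene 131343) had 1205 reads in the control group and 368 in the SNa group, a log2 fold change of -0.53 with p = 0.325, and connexin 43 had a log2 fold change of -0.08 with p = 0.877 in the authors' deposited table. With every unigene entered the median was -0.68, outside the random lists.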

Many SNa-regulated transcripts in RGCs are related to cell-cell junctions and cell-cell communication. Transcripts involved in both tight (claudins, JAMs) and adherens (nectin, cadherins) junction assembly were significantly affected by SNa. Cell-cell adhesion molecules are important in neuronal cell migration, axon guidance, synapse formation, and in forming glial networks^78^. As SNa regulates genes involved in the assembly of adherens and tight junctions, this neuropeptide is thus implicated in regulating processes that involve glial-glial and/or glial-neuron interactions.

A major finding in this study is that multiple immune response pathways in RGCs were affected by SNa exposure. 

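Innate sensing and TNF signaling, which switch on inflammatory genes through NF-kB, had medians above 0 in the SNa group. Toll-like receptors and their partners had a median log2 fold change of 0.19 at percentile 98.9 of the random lists, with 29 of 44 higher, and TNF ligands and receptors one of 0.26 at percentile 98.7, with 21 of 27 higher. In both lists, set before the data were examined, 0 genes passed when adjusted over the list alone. *traf2b* (unigene 79132), an adaptor of TNF receptors, had 6604 and 4148 reads, a log2 fold change of 0.51 with p = 0.284, and *nfkbiab* (unigene 74685), an inhibitor of NF-kB, one of 0.38 with p = 0.416 in the authors' deposited table. Interleukins, interferons and their receptors had a median of -0.11, with 15 of 32 higher, and 0 passed when adjusted over the list alone. The cytokine subunit *il12a* (unigene 122882) had 368 reads in the control group and 50 in the smaller SNa pool, with p = 0.0145 in the authors' table. Both medians above 0 fell inside the random lists with every unigene entered, at 0.13 for the toll-like and 0.16 for the TNF list. In the SKF group, against the same control pool, the TNF list had a median of 0.46. With reads summed per symbol, the toll-like list had a median of 0.10 in the SNa group and 0.16 in the SKF group.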

Gene set enrichment revealed that IL-6R signaling, TNFR signaling, T-cell activation, and several T-cell receptor signaling pathways were preferentially affected by SNa. It has been established that other neuropeptides such as vasoactive intestinal peptide^79^, substance P^80^, and somatostatin^81^ can affect IL-6 expression in astrocytes, and SNa may fall into this category. SNa also increased many immune system processes based upon the transcriptome profiles, some of which included immune system activation, phagocyte activity, leukocyte function, macrophage response, lymphocyte aggregation, and activation. Regulation of immune system responses has been previously reported for SN in other cell types. For example, after experimental autoimmune encephalomyelitis is induced in the rat brain, there is a close correlation between SN-immunoreactivity and macrophage infiltration, indicating that SN may play a role in leukocyte recruitment^82^. Both *in vivo* and *in vitro*, SN can stimulate the migration of human monocytes, also acting synergistically with other sensory neuropeptides like substance P or somatostatin^37^. SN has also been shown to be a chemoattractant for human eosinophils, comparable in activity to interleukin-8^83^ and SN can stimulate natural killer cell migration and cytokine release^84^. We propose that SNa may be acting as a proinflammatory regulator of goldfish RGCs, although further studies are needed to directly test this hypothesis.

A number of pathways related to CNS processes were regulated by SNa in cultured RGCs, demonstrating that SNa may have diverse functional roles in the brain. These included memory, neurogenesis, transmission of nerve impulses, synaptic transmission and plasticity, axon extension and guidance, and neuron and glial cell development among others. Overall, pathways in this general biological theme of “CNS-related” showed increased expression compared to untreated RGCs, suggesting that SNa has a largely stimulatory effect on these biological processes. RGCs are neuronal precursors in the adult fish CNS and are involved in the guidance of migrating young neurons^85^. Mammalian SN has been shown to act as a trophic peptide stimulating neurite outgrowth^27^ and can also activate the Jak2/Stat3 pathway to promote neuroprotection and enhance neurogenesis in murine models of stroke^28^. Perturbations in the gene networks identified here are consistent with documented neurogenic and neuroprotective effects of SN. It is tempting to speculate on the importance of SNa-regulated transcripts in RGCs that may be involved in some aspects of neurogenesis and synaptic plasticity. To the best of our knowledge, there are no comparable data available showing effects of SN on a glial cell type. Therefore, it will be necessary to specifically address this question in future research. Nevertheless, key regulators such as neurogenic differentiation factor 2^86^ and myelin transcription factor-like 1^87^ among others were expressed in goldfish RGCs and may be regulated by SNa.

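Transcripts of *neurod2* and *myt1l*, factors that drive neuronal differentiation, were rare in the cultured RGCs. *neurod2* (unigene 143125) had 2 reads in the control group and 6 in the SNa group, a fold change of 6.79 (95% counting interval 0.545 to 356.6) with p = 0.324 in the authors' deposited table. *myt1la* (unigene 149896), the copy of *myt1l* found, had 2 and 8 reads, a fold change of 9.06 (0.896 to 446.1) with p = 0.185 in the authors' table. Neuron markers as a list had a median log2 fold change of -0.05, or -0.10 with an absent gene at its bound, with 10 of 22 higher and 0 past the test when adjusted over the list alone.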

## Conclusion

RGCs express an array of hormone, neurotransmitter, and neuropeptide receptors, suggesting a multiplicity of new functions critical to neuronal-glial communication. The identification of immune system pathways, proinflammatory signals and receptors indicate that RGCs may also be involved in regulating neuroinflammation processes in the fish brain. It will be important to determine the neuroanatomical localization of many of these genes to link them to *in vivo* functions. We show that exposure to the neuropeptide SNa modulated the expression of multiple genes in pathways associated with CNS and immune function. Several independent lines of evidence suggest that the yet unidentified SN receptor is G-protein coupled^88^. How key components of GPCR signaling pathways are linked to a putative membrane SN receptor in RGCs will be the focus of our future research. We hope that our annotated RGC transcriptome will provide a resource for future studies.

## Electronic supplementary material

Supplemental file S1

Supplemental file S2

Supplemental file S3

Supplemental file S4

# Supplementary material for: Secretoneurin A regulates neurogenic and inflammatory transcriptional networks in goldfish (Carassius auratus) radial glia
**Source:** Sci Rep. 2017 Nov 2;7:14930. doi: 10.1038/s41598-017-14930-8
**Supplement:** Supplementary file 1 — Supplemental file S1

Secretoneurin A regulates neurogenic and inflammatory transcriptional networks in goldfish (*Carassius auratus*) radial glia

Dillon F. Da Fonte, Christopher J. Martyniuk, Lei Xing, Adrian Pelin, Nicolas Corradi, Wei Hu, Vance L. Trudeau

Supplemental File S1

	Primer Sequence (Forward)	Primer Sequence (Reverse)
<i>smad6b</i>	CGGCGAATAAAATCCACAGA	CTGAACGGAACCAGGAACA
<i>grapa</i>	GGCTCACCCTTTCCTCTCTT	CCCTTCCTGTTCACCAACTC
<i>fgf4</i>	GGGCTACGCATTCCATTCT	TAGGTGTTTTGGGGGTCTTG
<i>nab1a</i>	CGAACACAGCCTATCTCCATC	TAGTCGCTCTACGCACTCCA
<i>baiap2b</i>	TCCGTCCATTTCTCTCCAAC	GACCTTCTCCAACACCCTACCT

How the deposited data were processed for this re-analysis (not part of the article)

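RNA of cultured goldfish RGCs was sequenced after 24 h without treatment, with 1000 nM SNa or with 10 µM SKF. The labels name 4 control cultures, 3 SNa cultures and 3 SKF cultures, and the same 4 controls for both comparisons. The paper states 3 control cultures for its comparison and does not name the SKF treatment. Of the controls, 3 were run on 2 lanes and 1 on 1 lane.

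The authors trimmed the paired-end reads, assembled pooled replicates de novo with Trinity, clustered the contigs into unigenes with CD-HIT and matched them to chordate proteins with BLAST. The program that assigned reads to unigenes and the version of DESeq are not given in the sources used here. The expression signal in the deposited tables is 1 normalized count per group and unigene, which the authors made by dividing the pooled reads of a group by a DESeq size factor for each comparison. The deposited fold change is the ratio of the treated group's value to that of the controls, as computed by the authors. The deposited log2 fold change is the log2 of that ratio, also by the authors. The deposited p-value and FDR come from the authors' DESeq comparison. The percent identity of each unigene to its protein is that of the best BLAST hit as deposited by the authors, and in the annotation list the cells of some entries stand under the wrong header, so the annotation was taken from the comparison tables.

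Counts per culture are not in the files. The plan set an edgeR test on counts per culture first and, where the files hold 1 value per group, the authors' calls in its place, and the latter applied. No test of differential expression was therefore run on these values, no SD or replicate error can be given, and each difference has no replicate check. The authors' calls were counted at the thresholds the paper states, a |log2| above 0.5 with an unadjusted p under 0.05 or 0.001 or an FDR under 0.05. In the deposited comparisons a pair of pooled read numbers always carried the same p-value, over 8339 pairs shared by several transcripts in the SNa comparison and 8375 in the SKF comparison, so these p-values hold no spread between cultures. The paper's methods state that a variance was calculated for each gene.

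Pooled reads were recovered by dividing each value by the worth of 1 read, with a tolerance of 0.01. The control reads were equal in both tables for 100% of 167448 unigenes. Total reads came to 299377364. Fold changes carry exact binomial intervals at 95% on the read pair, and a gene with 0 reads in a group was set to a floor of 3 reads over the group; both cover counting error only. For the intervals reads were divided by 2, because most values were even numbers of reads (74.8% in the control group, 79.7% in the SNa group and 78.0% in the SKF group), as counting the mates of a pair apart gives; the floor was not changed, so 3 reads stand for fewer than 3 fragments and the bounds from it are too narrow by up to that factor of 2. The floor was 0.0346 CPM in the SKF group.

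Genes named in the text follow a rule set before the files were seen: the genes of the paper's Table 2, the genes the paper names as markers, enzymes and receptors, the 10 annotated transcripts with a symbol that rose and the 10 that fell with the smallest p in each comparison, and up to 4 members of each fixed list with the smallest p, or the most abundant where none passed. Values in the paper's tables were known when the rule was written. Transcripts named only after a clone or locus were passed over among the 10, a choice made after the data were seen. Aromatase was matched by its protein name, and transcripts of pituitary hormones, *fabp7a* and *fabp7b* as the paper's *blbp*, the nucleoprotein transcript and the most abundant higher transcript without a protein hit were singled out after their values were seen.

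Of 40 lists fixed before the files were seen and 15 sets of the study, a symbol belonged to a list where it equalled an entry or an entry followed by a or b. The unigene with the highest mean stood for a symbol, whereas the paper's methods state that the gene with the best p-value and highest magnitude of fold change was used for duplicated symbols in its network analyses; the unigene of smallest p is among the alternatives. Members needed a mean normalized count of at least 10. A median was computed for 54 lists; that of dopamine receptors had 1 member. Each median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression, as a description and not a test. The random lists were not matched on the stretches of unigene numbers described below, whose medians differed. Sets whose members are cut off in the supplementary table were not used, among them claudins, T cell activation, actin cytoskeleton regulation, ephrin receptor signaling, insulin action and mitochondrial protein transport. Marker lists of lens, pituitary, photoreceptors, pigment cells, skeletal muscle and epidermis were written after the lens transcripts had been seen. For adjustment over a list alone, the deposited p-values of its members were adjusted by the Benjamini-Hochberg method.

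Unigene numbers were divided into stretches by dynamic programming over windows of 100 unigene numbers, according to which group had the fewest unigenes at 0. Unchanged groups, the control group among them, were simulated 20 times. Read pairs were drawn as Poisson counts at 1 rate per transcript, taken from the normalized sum of all pools. The steps were also tested on simulated data with 200 changed transcripts: reads were recovered for 100% of values, the median log2 was 0.99 at a raised fold and -0.99 at a lowered fold in the SNa design, and the counting interval held the true fold for 96.5% of transcripts there and 95.5% in the SKF design. Of 100 simulated lists of 30 unchanged genes, 2% lay outside the percentiles 2.5 and 97.5, and of 100 raised lists 100%.

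The alternatives tried were other minimum means (1 and 50), exact symbols, every unigene of a symbol, the unigene of smallest p, summed reads, other thresholds, a new adjustment over abundant transcripts, transcripts read in 1 group, and leaving out the last stretch of unigenes. Quantitative PCR of the paper was not analysed here. The values of 1 receptor gene named by the rule are not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.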

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

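The tests of counting error and of a difference within the control pool were chosen only after the result was seen, as were the marker lists of the lens and of other tissues.

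SKF is an agonist of the dopamine D1 receptor, and the cultures exposed to it are in the deposited data, while the paper does not name this treatment. Of 9 dopamine receptor entries on a list set before the data were examined, 2 symbols were found. These were *drd4b* with 74 control reads and *drd2b* with 0, and no symbol of a D1 receptor was among them. Whether SKF acted through its receptor in these cultures was not tested. In the authors' deposited comparison with the same controls, 303 transcripts passed an FDR under 0.05, of which 4 were higher and 299 lower. Genes of the cell cycle had a median log2 fold change of -0.74, with 52 of 59 lower and 11 lower at an unadjusted p under 0.05. *mcm5* and *mcm4*, parts of the helicase that opens DNA for replication, had log2 fold changes of -2.63 and -1.92. Fibroblast and mural cell markers had a median of 0.50, with 38 of 46 higher, and the matrix gene *postna* a log2 fold change of 1.15 with p = 0.0182 in the authors' table, where 1 marker was higher and 2 were lower at an unadjusted p under 0.05. The study's neurogenesis network had a median of 0.14, with 260 of 437 higher, at percentile 99.9 of the random lists. When adjusted over the list alone, 1 cell cycle gene, 0 fibroblast markers and 6 neurogenesis genes were lower, and 0 were higher in any of the 3 lists. These pools have no replicate check, and the control pool is shared with the SNa comparison.

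Crystallins and other proteins of the eye lens are not among the genes the paper discusses. Their list had a median log2 fold change of -4.20 in the SNa group, or -4.27 with absent genes at their bound, and of -4.29 in the SKF group, or -4.30, where 29 of 29 were lower and 25 passed the FDR. Transcripts of pituitary hormones followed the same course: 6 of them had 1229 reads in the control group, 0 in the SNa group and 2 in the SKF group. Growth hormone had 379 control reads and prolactin 119. A list of 3 measured pituitary genes by symbol had a median of -0.20 in SNa and -1.16 in SKF. Photoreceptor genes had medians of -0.01 and -0.28, pigment cell genes of -0.36 and 0.20, skeletal muscle genes of 0.13 and -0.12, and epidermis genes of 0.17 and 0.33.

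Lens and pituitary transcripts low in both treated groups were weighed against 4 technical explanations. Counting error of the shared pool is argued against for transcripts read in every group. Unchanged groups simulated from all pools together gave a mean of 22.25 such transcripts below a log2 of -2 in both comparisons, against 1145 observed. Pituitary hormone transcripts had 0 reads in the SNa group, so this test did not cover them. Whole eye tissue is argued against by the photoreceptor genes, which had 0.895% of the lens list's control reads. Other brain cells in part of the control pool stay open: the lists of neuron, oligodendrocyte and microglia genes had a lowest median of -0.22, past the limit set to exclude them, but a median over members that went both ways excludes nothing, and the radial glia gene *fabp7a* (-5.04 and -5.33) and neurogenesis factors (medians of -0.45 and -0.24) were low in both treated groups. A difference within the control pool alone may account for the pattern, since the median log2 ratio of SNa to SKF over the lens genes was 0.21, but a response shared by both treatments predicts the same ratio and stays open, because the pooled reads cannot be split by culture.

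A transcript matched to a nucleoprotein had 66925 reads in the control group and 0 in each treated group, or 16.3% of the control reads of the unigenes numbered from 158900. Among the transcripts higher after SNa at an FDR under 0.05, the most abundant had a log2 fold change of 6.31 with an FDR of 1.1e-22 in the authors' table and 501 reads in the SKF group. It has no protein hit, so the gene is not known. Both stand outside the genes the paper discusses, and no biological explanation was tested for them.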

How the results depend on the processing

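Tests that counted transcripts read in 1 group, left out the last stretch of unigenes, summed reads per symbol or took the unigene with the protein of Table 2 were chosen only after the result was seen, and the other alternatives, the gene lists and the thresholds were set before the data were examined.

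The excess of lower over higher transcripts after SNa held under the 6 alternatives run. The number at an FDR under 0.05 was 321 and ranged from 294 to 438 (the highest with transcripts read in 1 group counted, where 53 were higher and 11 of these annotated, against 28 and 0), that at an unadjusted p under 0.05 was 3026 and ranged from 2879 to 4358, and that at a p under 0.001 was 513 and ranged from 477 to 701. For SKF the same counts were 303 (267 to 402), 3640 (3391 to 4979) and 499 (452 to 652).

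Of 54 lists, 22 lay outside the random lists in the SNa comparison, with a range of 15 to 23 over the alternatives, and 18 in the SKF comparison, with a range of 13 to 21. The number above the upper bound in SNa was 13 and became 7 with every unigene of a symbol entered, and the number below the lower bound was 9 and became 5 with exact symbols; the cause was not tested. Of 323 single list values in SNa, 273 kept their side of the bounds, 34 moved inside, 16 moved outside and 0 reversed; of 324 in SKF, 282 kept it, 21 moved inside, 21 outside and 0 reversed. Outside in SNa under every alternative were 6 lists: radial glia markers named by the paper, cell cycle, mitochondrially encoded genes and ribosomal proteins below, and fibroblast markers and TGF-beta signaling above. In SKF there were 8: radial glia markers, cell cycle, cholesterol synthesis and ribosomal proteins below, and fibroblast markers, TGF-beta signaling, TNF signaling and the study's neurogenesis network above.

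Fold changes of Table 2 genes depended on the unigene. With the unigene of smallest p, *trnt1* went from 1.06 to 0.137, *grapa* from 1.16 to 0.570 and *hspb11* from 0.811 to 0.0384. Of 51 named entries, with aromatase entered both as a marker and as an enzyme, 49 were detected in the controls, 34 with a minimum of 10 and 41 with exact symbols. Distinct symbols numbered 19142, and 19028 ignoring case. Depth limits the rare receptors most: 19 of the 51 entries rested on 20 reads or fewer.

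No paired analysis was possible because the files hold 1 pooled value per group, and the replicate numbers that the groups share cannot be used. For the same reason fits on counts per culture by edgeR and DESeq2, the numbered controls alone, leaving out each library, list tests with a correlation between genes and other splits of the cultures were not run.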

Differences from the paper's values

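Tests with summed reads, with the unigene that carries the protein of Table 2, with transcripts read in 1 group and without the last stretch of unigenes were chosen only after the result was seen. Of 39 measures compared, 14 differed from the paper's.

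At the thresholds the paper states, the authors' deposited table held 3026 transcripts at an unadjusted p under 0.05, where the paper's number is 1776, and 513 at a p under 0.001, where the paper's is 123. At an FDR under 0.05 it held 321, where the paper's number is 42. Of these, 293 were lower and the paper's number is 11, and 144 of the lower ones were annotated, where the paper's number is 7. The number higher at an FDR under 0.05 was 28 beside the paper's 31. None of the alternatives set before the data were examined (a minimum mean of 10, a |log2| above 1, no fold threshold, a new adjustment over abundant transcripts) brought any of the 5 differing counts within 1.5 times of the paper's, and neither did those added later. The labels name 4 control cultures where the paper states 3.

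The fold change of *smad6b* was 0.133 and the paper's is 0.40. That of *fgf4* was 0.703 and the paper's 0.29, that of *nab1a* 0.723 and the paper's 0.28, and that of *grapa* 1.16 and the paper's 0.35. For *pde8a* it was 0.677 and the paper's is 0.31, for *trnt1* 1.06 and the paper's 0.08, and for *hspb11* 0.811 and the paper's 0.33. With the unigene of smallest p, set before the data were examined, *nab1a* (0.395) and *pde8a* (0.389) came within 1.5 times of the paper's values, while *smad6b* (0.133), *fgf4* (0.482), *grapa* (0.570), *trnt1* (0.137) and *hspb11* (0.0384) did not. Of the tests chosen after seeing the values, the unigene with the table's protein gave the same 0.395 and 0.389 for *nab1a* and *pde8a*, and summed reads, which carry no p-value and so call 0 of the paper's genes, gave 0.304 for *hspb11*. Neither brought *smad6b*, *fgf4*, *grapa* or *trnt1* within 1.5 times. The paper also reports quantitative PCR for *smad6b*, *fgf4*, *nab1a*, *baiap2b* and *grapa*, each lower after SNa. Those measurements were not analysed here and do not rest on the pooled reads.

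The nectin set had a median fold change of 0.995 on the unigene with the highest mean and the paper's is 1.10. With the unigene of smallest p, which the paper's methods state for duplicated symbols in these analyses, it was 1.08 and did not differ. It lay on the paper's side of 1 with exact symbols (1.08), with every unigene (1.03) and with the unigene of smallest p, alternatives set before the data were examined, and, chosen after seeing the values, with summed reads (1.02), but not with a minimum mean of 1 (0.994) or 50 (0.995). Of 15 sets of the study 14 lay on the paper's side of 1, among them the JAM set at 1.01, which lay below it at 0.991 with a minimum mean of 1, where the paper's value is 1.17. Hits in *Astyanax mexicanus* made up 0.802% of the hits and the paper's value is 1.31%; no alternative was set for this share.

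The paper states that the genes of its Table 2 were lower after SNa at an FDR under 0.05, and some of them also by quantitative PCR. On the unigene with the highest mean, 6 of the 8 were below a fold change of 1 and 1 passed the FDR; *grapa* and *trnt1* lay above 1. At least 1 unigene passed the FDR for 2 genes and an unadjusted p under 0.05 for 4. With summed reads, 8 of 8 lay below 1, and the counting intervals of *grapa* and *trnt1* included 1. The paper states that RGCs express the receptors it names. Detected in the control group were 5 of 6 steroid receptors, 17 of 18 neurotransmitter receptors and 10 of 10 hormone receptors, and *gper1* and the dopamine D2 receptor *drd2b* had 0 control reads. In the SNa group *gper1* had 2 reads and *drd2b* 4, and in the SKF group 6 and 0.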

Other observations

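The test of every transcript of the genes was chosen only after the result was seen.

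Of the radial glia markers named by the paper, most were lower in both treated groups, and *nes* was not, with a log2 fold change of 0.50 after SNa and 0.28 after SKF. The 25 other radial glia and neural stem cell markers lay inside the random lists, with medians of -0.07 and -0.19. With the reads of all unigenes of a symbol summed, *fabp7a* had a log2 fold change of -4.93 after SNa and -4.84 after SKF, *slc1a3b* of -3.13 and -3.13, and *gfap* of -0.53 and -0.58. The list of 12 markers named by the paper included the copies *slc1a3b* and *glulb* and lacked aromatase. In the SKF group 11 of the 12 were lower, with a median of -0.67, and 3 passed when adjusted over the list alone. Aromatase (*cyp19a1*) had a log2 fold change of -3.56 with an FDR of 0.0200 after SKF in the authors' table.

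After SKF, BMP genes went both ways, with 26 higher and 22 lower, a median of 0.11 at percentile 81.2, and 5 lower when adjusted over the list alone. The noggin *nog2* had a log2 fold change of -2.72 with an FDR of 0.00073 and *smad6b* one of -1.49 with p = 0.00261 in the authors' table. Whether the BMP list differs between SNa and SKF was not tested. The chemokine *ccl25b* had a log2 fold change of -2.51 with an FDR of 0.00163. Cyclic AMP and CREB genes had a median of 0.35, with 39 of 52 higher, TGF-beta genes of 0.38, TNF genes of 0.46 and complement genes of 0.60, or 0.58 with an absent gene at its bound. Cholesterol synthesis had a median of -0.35, ribosomal proteins of -0.42, mitochondrially encoded genes of -0.58 and neurogenesis factors of -0.24. The adherens junction list had a median of 0.26 and the study's immune network of 0.17. With summed reads, the fold changes of the Table 2 genes after SKF were 0.399 for *smad6b*, 1.32 for *fgf4*, 0.870 for *nab1a*, 0.937 for *baiap2b*, 1.23 for *grapa*, 0.917 for *pde8a*, 0.953 for *trnt1* and 0.325 for *hspb11*.

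Further lists in the SNa group belong to no claim of the paper. Wnt signaling had a median log2 fold change of 0.22, with 26 of 41 higher and 2 genes lower when adjusted over the list alone. The unfolded protein response and oxidative stress list had a median of 0.17, and heme oxygenase (*hmox1a*) a log2 fold change of -1.60 with p = 0.00092 in the authors' table. The 4 mitochondrially encoded genes had a median of -0.61 with 4 of 4 lower. Ependymal markers had a median of -0.53 with 6 of 8 lower, oligodendrocyte markers of -0.22, or -0.27 with an absent gene at its bound, Hedgehog signaling of -0.20, apoptosis of -0.10 and Notch signaling of -0.07. Endothelial markers had a median of 0.11, antigen presentation of 0.09, hypoxia of 0.06, heat shock proteins of 0.05 and secretogranins of 0.02.

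Over 93738 transcripts the log2 fold changes of the SNa and SKF comparisons had a correlation of 0.70, and 79.2% shared a sign. Unchanged groups simulated from all pools together, with the simulated control shared by both comparisons, gave 0.41 and 61.9%. Transcripts are not independent replicates. Of 2455 lower calls in SNa and 2786 in SKF at an unadjusted p under 0.05, among 136066 transcripts tested in both, 1599 were shared, and 50.3 would be by independence. Of 520 and 662 higher calls, 56 were shared, and 2.53 would be. At an FDR under 0.05, 216 of 285 lower calls in SNa and 280 in SKF were shared. Both comparisons use the same control pool, so they are not independent.

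Higher calls gathered by unigene number. The unigenes from 1 to 57799 were nearly all read in the control group, those from 57800 to 114999 in the SKF group, those from 115000 to 158899 in the SNa group and those from 158900 to 170967 in the control group. Of the SKF higher calls at an unadjusted p under 0.05, 77.1% lay in the SKF stretch, and the SNa stretch had a median log2 fold change of 0.51 after SNa. In the last stretch 49.8% of unigenes had 0 reads in the SNa group and 44.0% in the SKF group.

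Selection of contigs at assembly is a candidate explanation for the higher calls of the SNa stretch. Over 5637 pairs of unigenes of 1 protein, the SNa stretch lay above the control stretch by a median of 0.25 on the log2 scale (0.23 to 0.26), just short of the difference set beforehand for it, so it cannot be decided. A response of the genes to SNa stays open too: 62.7% of 134 genes (84) had summed reads above a log2 of 0.5, but these sums hold the transcripts by which the genes were picked. A response of every transcript of these genes is argued against, since 14.2% of 106 genes passed in the transcripts outside the stretch, beside 11.7% of 19878 genes overall.

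The medians of the study's networks may depend on the transcript chosen per symbol. The neurogenesis network had a median log2 of 0.05 with the transcript of highest mean and 0.16 with that of smallest p, where random lists treated alike had a median of 0.08 and the network lay at percentile 93.4. The shift was in the direction this explanation needs, but the first median was already above 0, so the test does not decide it. With reads summed per symbol the network had a median of 0.07 at percentile 98.8, outside the random lists.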
